# Histone H3 Variant Regulates RNA Polymerase II Transcription Termination and Dual Strand Transcription of siRNA Loci in *Trypanosoma brucei*

**DOI:** 10.1371/journal.pgen.1005758

**Published:** 2016-01-21

**Authors:** David Reynolds, Brigitte T. Hofmeister, Laura Cliffe, Magdy Alabady, T. Nicolai Siegel, Robert J. Schmitz, Robert Sabatini

## Abstract

Base J, β-D-glucosyl-hydroxymethyluracil, is a chromatin modification of thymine in the nuclear DNA of flagellated protozoa of the order Kinetoplastida. In *Trypanosoma brucei*, J is enriched, along with histone H3 variant (H3.V), at sites involved in RNA Polymerase (RNAP) II termination and telomeric sites involved in regulating variant surface glycoprotein gene (*VSG*) transcription by RNAP I. Reduction of J in *T*. *brucei* indicated a role of J in the regulation of RNAP II termination, where the loss of J at specific sites within polycistronic gene clusters led to read-through transcription and increased expression of downstream genes. We now demonstrate that the loss of H3.V leads to similar defects in RNAP II termination within gene clusters and increased expression of downstream genes. Gene derepression is intensified upon the subsequent loss of J in the *H3*.*V* knockout. mRNA-seq indicates gene derepression includes *VSG* genes within the silent RNAP I transcribed telomeric gene clusters, suggesting an important role for H3.V in telomeric gene repression and antigenic variation. Furthermore, the loss of H3.V at regions of overlapping transcription at the end of convergent gene clusters leads to increased nascent RNA and siRNA production. Our results suggest base J and H3.V can act independently as well as synergistically to regulate transcription termination and expression of coding and non-coding RNAs in *T*. *brucei*, depending on chromatin context (and transcribing polymerase). As such these studies provide the first direct evidence for histone H3.V negatively influencing transcription elongation to promote termination.

## Author Summary

*Trypanosoma brucei* is an early-diverged parasitic protozoan that causes African sleeping sickness in humans. The genome of *T*. *brucei* is organized into polycistronic gene clusters that contain multiple genes that are co-transcribed from a single promoter. Because of this genome arrangement, it is thought that all gene regulation in *T*. *brucei* occurs after transcription at the level of RNA (processing, stability, and translation). We have recently described the presence of a modified DNA base J and variant of histone H3 (H3.V) at transcription termination sites within gene clusters where the loss of base J leads to read-through transcription and the expression of downstream genes. We now find that H3.V also promotes termination prior to the end of gene clusters, thus regulating the transcription of specific genes. Additionally, H3.V inhibits transcription of siRNA producing loci. Our data suggest H3.V and base J are utilized for regulating gene expression via terminating transcription within polycistronic gene arrays and regulating the synthesis of siRNAs in trypanosomes. These findings significantly expand our understanding of epigenetic regulatory mechanisms underlying transcription termination in eukaryotes, including divergent organisms that utilize polycistronic transcription, providing the first example of a histone variant that promotes transcription termination.

## Introduction

Kinetoplastids are early-diverged protozoa that include the human parasites *Trypanosoma brucei*, *Trypanosoma cruzi*, and *Leishmania major*, which cause African sleeping sickness, Chagas disease, and leishmaniasis, respectively. The genomes of kinetoplastids are arranged into long gene clusters, or polycistronic transcription units (PTUs), which are transcribed by RNA polymerase (RNAP) II [1–3]. RNAP II transcription initiation and termination occurs at regions flanking PTUs called divergent strand switch regions (dSSRs) and convergent strand switch regions (cSSRs), respectively [4]. Pre-messenger RNAs (mRNA) are processed to mature mRNA with the addition of a 5’ spliced leader sequence through *trans*-splicing, followed by 3’ polyadenylation [5–10]. The arrangement of genes into PTUs has led to the assumption that transcription is an unregulated process in these eukaryotes and a model in which gene regulation occurs strictly post-transcriptionally [11, 12]. However, specific chromatin marks have been characterized at sites of transcription initiation and termination, including histone variants and modified DNA base J, which could function to regulate polycistronic transcription and gene expression [13–17].

Base J, β-D-glucosyl-hydroxymethyluracil, is a modified DNA base consisting of O-linked glycosylation of thymine in the genome of kinetoplastids and closely related unicellular flagellates [18, 19]. Whilst J is largely a telomeric modification, it is also found internally within chromosomes at RNAP II transcription initiation and termination sites [13, 20–25]. As reviewed in Borst and Sabatini (2008), analysis of RNAP I transcribed telomeric polycistronic units in *T*. *brucei* led to the discovery of base J [20, 26]. Regulation of the ~15 telomeric variant surface glycoprotein expression sites (*VSG* ESs) allows the parasite to evade the host immune system in a process called antigenic variation [27, 28]. Although the genome of *T*. *brucei* has over 1,000 *VSG* genes, only one *VSG* is expressed at a given time. This is achieved through regulated transcription of the telomeric ESs, only one of which is productively transcribed at any time. The association of the modified base with silent ESs in the bloodstream life-cycle stage of the parasite has led to the hypothesis that J plays a role in the regulation of antigenic variation. However, no direct evidence has been provided.

Base J is synthesized in a two-step pathway in which a thymidine hydroxylase, JBP1 or JBP2, hydroxylates thymidine residues at specific positions in DNA to form hydroxymethyluracil, followed by the transfer of glucose to hydroxymethyluracil by the glucosyltransferase, JGT [26, 29, 30]. JBP1 and JBP2 belong to the TET/JBP subfamily of dioxygenases, which require Fe^2+^ and 2-oxoglutarate for activity [31–34]. The synthesis of base J can be inhibited by competitive inhibition of the thymidine hydroxylase domain of JBP1 and JBP2 by dimethyloxalylglycine (DMOG), a structural analog of 2-oxoglutarate [31, 35]. Removal of both JBP1 and JBP2 or the JGT also results in *T*. *brucei* cells devoid of base J [29–31, 36].

The co-localization of base J with modified and variant histones at dSSRs and cSSRs suggested a functional role of modified DNA in the regulation of RNAP II transcription [13]. Our work in *T*. *cruzi* described a unique role of J in regulating RNAP II transcription initiation, where the loss of base J resulted in the formation of more active chromatin, increased RNAP II recruitment and increased PTU transcription rate [24, 37]. Recent studies have described a role for base J regulating RNAP II termination in *T*. *brucei* and *Leishmania*. van Luenen et al. (2012) found that reduction of base J in *L*. *tarentolae* is associated with the generation of RNAs downstream of the cSSR that are antisense to the genes on the opposing gene cluster [25]. Reduction of base J in *L*. *major* resulted in similar defects [35]. Strand-specific RT-PCR detection of the nascent transcript confirmed that the J-dependent generation of RNAs downstream of the cSSR is due to read-through transcription at cSSR termination sites. In contrast, loss of J in *T*. *brucei* failed to indicate any defect in termination at cSSRs [35]. However, we localized base J at sites within PTUs where the loss of J led to read-through transcription and upregulated expression of downstream genes. Therefore, base J is required for RNAP II termination in both *Leishmania* and *T*. *brucei*, but to different degrees and at different locations. In *L*. *major*, J regulates termination at the end of each PTU to prevent read-through transcription and the generation of RNAs antisense to the genes on the opposing PTU. In contrast, although termination occurs at the end of each PTU in *T*. *brucei* in a J-independent manner, J-dependent termination within a PTU allows developmentally regulated expression of downstream genes.

The core histones H2A, H2B, H3 and H4, package DNA into nucleosomes and represent a critical component of higher order chromatin. All core histones have variant counterparts. Although histone post-translational modifications (PTMs) and their impact on transcription have been well documented, less is known about the role of histone variants in the regulation of transcription [38]. The most understood are variants of H2A and H3. Several variants of H2A exist, including H2A.Z, H2A.B, and macroH2A. Both H2A.Z and H2A.B are associated with transcriptional activation [39–41]. Knockdown of H2A.Z inhibits transcriptional activation [42–44]. Consistent with this, and perhaps the most direct evidence of a transcriptional role of a histone variant, H2A.Z positively correlates with rates of RNAP II elongation, such that the reduction of H2A.Z increases RNAP II stalling [40]. Presumably, the nucleosome destabilizing effect of H2A.Z [45] leads to more accessible DNA at promoter regions for transcription factor binding, as well as promoting RNAP II elongation through gene bodies. Like H2A.Z, H2A.B is enriched at promoter regions and its reduction largely results in the downregulation of gene expression [39, 46]. In contrast, macroH2A is enriched at transcriptionally repressed regions [47] and its reduction results in increased gene expression in an unknown mechanism [48]. Several H3 variants have also been characterized, including H3.3 and CENP-A, both of which are found in most eukaryotes including plants, mammals, and yeast. H3.3 differs from canonical H3 by only 4–5 amino acids and is found predominately at actively transcribed genes, forming more accessible nucleosomes [49–51]. H3.3 also provides a genome stabilization function at repetitive regions such as telomeres and centromeres [49, 52–55]. Recent studies have implicated H3.3 in the maintenance of a repressed chromatin structure [56–58]. Evidence in mouse embryonic stem cells indicates H3.3 is enriched at lowly transcribed developmentally regulated genes where it promotes polycomb repressive complex 2 activity, which catalyzes the formation of the repressive modification H3K27me3 [57, 58]. These findings suggest H3.3 maintains the promoters of developmentally regulated genes in a repressed, but transcriptionally “poised” state important for proper differentiation. H3.3 has also been implicated in the maintenance of H3K9me3 at endogenous retroviral elements in mouse embryonic stem cells [56]. Presence of H3.3 (and H3K9me3) at endogenous retroviral elements repressed retrotransposition and expression of adjacent genes [56]. The centromeric specific histone variant has a well-characterized role in kinetochore formation, but its role in the regulation of transcription, if any, remains unknown [59]. Overall, although much progress has been achieved in the characterization of histone variants, few studies have revealed a direct link between histone variant function and transcriptional regulation.

The J-independent nature of termination at cSSRs in *T*. *brucei* led us to characterize the role of H3.V in regulating RNAP II termination. H3.V and base J co-localize at RNAP II termination sites in *T*. *brucei*, including cSSRs and PTU internal termination sites [13, 14]. H3.V and base J also co-localize at telomeric repeats involved in regulating RNAP I transcription of the *VSG* expression sites [14, 60]. *T*. *brucei* H3.V shares 45% sequence identity with canonical H3, much of the sequence divergence lying within the N-terminus, outside of the histone fold domain. H3.V appears to be unique to kinetoplastids [14, 60] and aside from its localization to termination sites and telomeres, very little is known about H3.V and its potential role in the regulation of transcription termination. We demonstrate here that, similar to phenotypes associated with the loss of J, loss of H3.V leads to defects in RNAP II termination within gene clusters and increased expression of downstream genes. Interestingly, many of the gene expression changes in the *H3*.*V* knockout (KO) are further increased upon the subsequent loss of base J, suggesting that J and H3.V have independent but overlapping roles in regulating transcription termination in *T*. *brucei*. Although the loss of H3.V from cSSRs did not indicate any termination defects leading to transcription of the opposing strand of the adjacent convergent gene cluster, it does lead to increased generation of small interfering RNAs (siRNAs) that map to regions of overlapping transcription. Analysis of nascent RNA suggests this is due to increased transcription of the dual strand siRNA loci at cSSRs. We also detect increased expression of *VSGs* from silent *VSG* ESs in the *H3*.*V* KO, indicating H3.V can act independently in regulating telomeric repression and antigenic variation. Overall these findings provide the first known example of a histone H3 variant that functions as a repressive chromatin mark to promote transcription termination, in this case repressing both mRNAs and non-coding RNAs.

## Results

### H3.V regulates RNAP II transcription at cSSRs

The co-localization of base J and H3.V at RNAP II termination sites in *T*. *brucei* prompted us to examine the role of H3.V in transcription termination. High-throughput sequencing of small RNAs has been shown previously to reveal transcription termination sites in trypanosomatids, as reflected in RNA degradation products [25, 35]. The reduction of base J in *L*. *major* by treatment with DMOG resulted in the production of antisense small RNAs corresponding to genes in the opposing PTU due to read-through transcription at cSSRs [35]. In contrast, we found no evidence of termination defects in *T*. *brucei* at cSSRs following DMOG treatment and the complete loss of J. Antisense small RNAs, indicative of read-through transcription at cSSRs into the downstream PTU, were not increased following the loss of J [35]. We now show that the loss of H3.V also does not result in read-through transcription at cSSRs. No significant changes in antisense small RNAs corresponding to read-through transcription at cSSRs into the downstream PTU were detected by small RNA-seq in the *H3*.*V* KO compared to wild type (WT) *T*. *brucei* (Fig 1A) (small RNA sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE70229). Subsequent loss of base J in the *H3*.*V* KO parasites, via DMOG treatment, also failed to uncover any defect. These results suggest H3.V is not required to prevent RNAP II read-through transcription at the end of convergent gene arrays in *T*. *brucei*.

**Fig 1:**
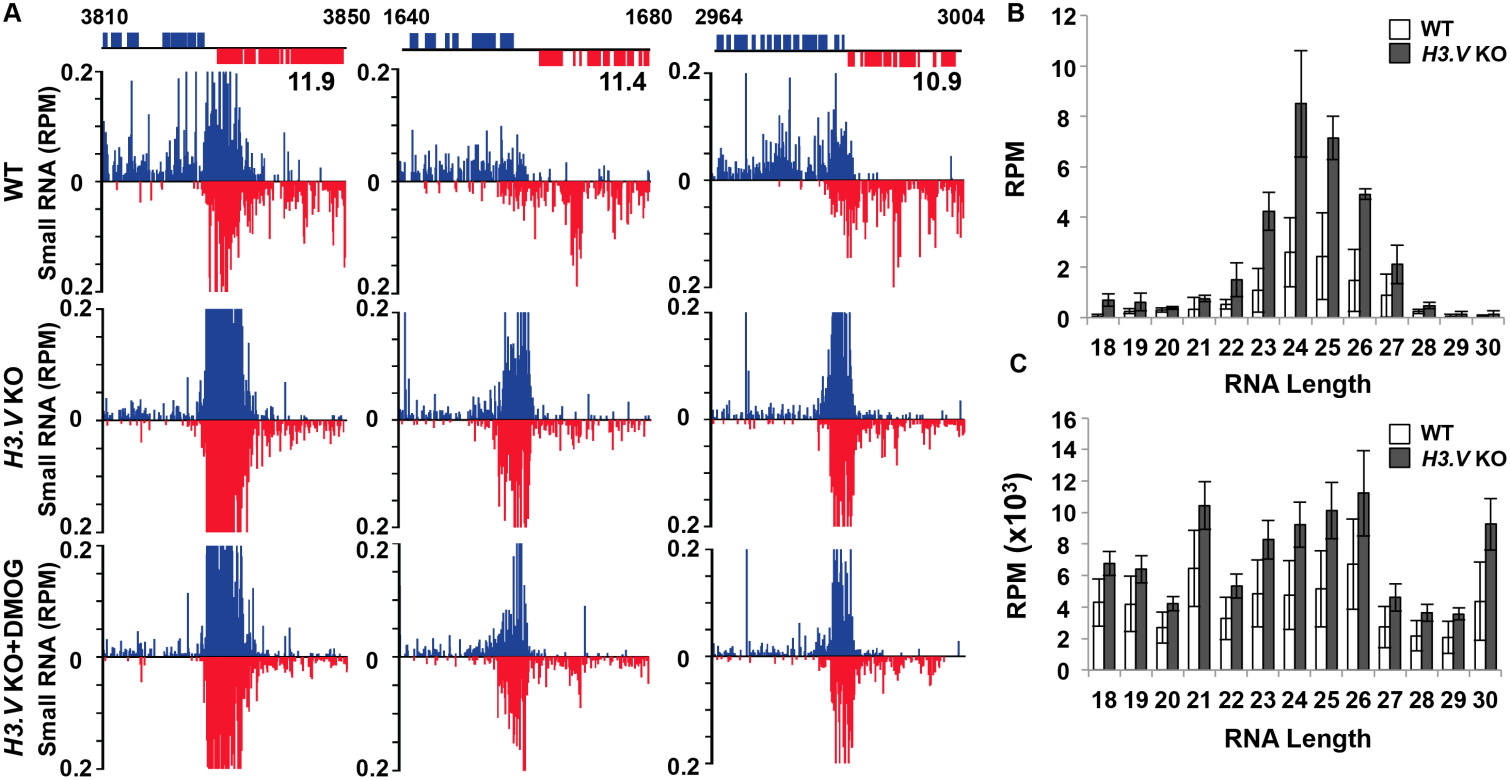
Loss of H3.V stimulates the production of siRNAs in *T*. *brucei*. (A) Small RNA-sequencing reads for three representative cSSRs are shown (11.9, 11.4, and 10.9; where cSSR 11.9 refers to the ninth termination site on chromosome 11) where H3.V loss does not lead to read-through transcription, but does lead to increased siRNAs. Small RNA reads are plotted as reads per million reads mapped (RPM). ORFs and the genomic location (kb) are shown above the graphs. WT: wild type; KO: *H3*.*V* KO; KO+DMOG: *H3*.*V* KO + DMOG. Blue: top strand; red: bottom strand. (B and C) Length distribution of small RNAs. (B) Length distribution of small RNAs from cSSR 11.9. Shown is the RPM for each RNA length observed in cSSR 11.9, a site with a statistically significant increase in 21-27nt RNAs in the *H3*.*V* KO (S2 Table). The average of three independent small RNA-seq experiments is plotted. White bars, WT; black bars, *H3*.*V* KO. Error bars represent the standard deviation. (C) Length distribution of small RNAs genome-wide. The RPM for each RNA length observed in the entire small RNA-seq data set is shown. Data are plotted as in B.

Unique to *T*. *brucei*, large peaks of sense and antisense small RNAs map to regions of overlapping transcription at the ends of convergent PTUs at cSSRs ([35]; Fig 1A). These presumably represent the previously characterized Dicer 2-dependent Argonaute-associated siRNAs derived from cSSRs [61]. Consistent with this, we show that the RNAs that map to these regions correspond to the previously characterized siRNA size range in bloodstream form *T*. *brucei* (21-27nt) [61–63] and exhibit characteristic phasing of siRNAs biogenesis, as indicated by the mapping of siRNA sequences in phased intervals at the target loci [64–66] (Fig 1B and S1 Fig). This pattern suggests that these siRNAs were enzymatically processed, most likely by the DCR complex [67], as opposed to random RNA degradation. siRNAs that map to cSSRs are 21-27nt compared to the 18-30nt range of small RNAs genome-wide (Fig 1B and 1C). Although the loss of base J in WT *T*. *brucei* parasites has no effect on siRNA levels [35], the level of siRNAs derived from the cSSRs significantly increased in the *H3*.*V* KO (Fig 1A). To confirm these changes, we repeated the small RNA-seq analysis of WT and *H3*.*V* KO in triplicate. Quantitation of the small RNAs associated with cSSRs genome-wide indicates a statistically significant increase in 21-27nt RNAs at 30 out of 72 cSSRs in the *H3*.*V* KO (Fig 1B and S2 Table). This can be visualized by specifically mapping the siRNA size range of small RNAs (S1A Fig). The increase in siRNAs is not restricted to cSSRs, but occurs at all previously characterized siRNA generating regions of the *T*. *brucei* genome [61, 62]; including the SLACS and ingi retrotransposable elements, CIR147 centromeric repeats, and inverted repeats (S2 Fig). These regions are also enriched with H3.V [14, 68].

Small RNA-seq suggests that the siRNA mapping to dual strand transcription regions at cSSRs is due to continued RNAP II transcription of the convergent PTU resulting in overlapping transcription. An example that illustrates this is shown in Fig 2A–2D, where H3.V (and J) is found enriched at cSSR 2.5. Presumably, H3.V interferes with RNAP II elongation in these dual strand transcription regions. Removal of H3.V would then lead to increased nascent RNA corresponding to these regions (siRNA precursor) that is then processed, resulting in increased siRNA levels that map to both strands (Figs 1 and 2D, S1A and S2 Table). We have previously utilized strand-specific RT-PCR to follow read-through transcription and increased nascent RNA production in *L*. *major* and *T*. *brucei* [35]. Here, primers were designed that span the poly(A) site of the final gene in the PTU, allowing us to specifically detect nascent, unprocessed RNA within cSSR 2.5 (Fig 2E). Strand-specific RT-PCR results indicate an increase in nascent RNA in the *H3*.*V* KO at dual strand transcribed loci at cSSR 2.5 as well as cSSR 1.4 (Fig 2F and 2G). Although no significant increase in siRNAs was observed in DMOG treated WT *T*. *brucei* [35], we do detect a slight increase in nascent RNA following the loss of base J at cSSR 2.5 (Fig 2F and 2G). Nascent RNA is further increased following the loss of both H3.V and J at the two cSSRs analyzed. Overall these results indicate that H3.V, and to a lesser extent J, attenuate transcription elongation within dual strand transcribed loci at cSSRs, potentially enabling regulated expression of siRNAs derived from these sites. Loss of H3.V does not lead to read-through transcription downstream of the dual strand transcribed loci however.

**Fig 2:**
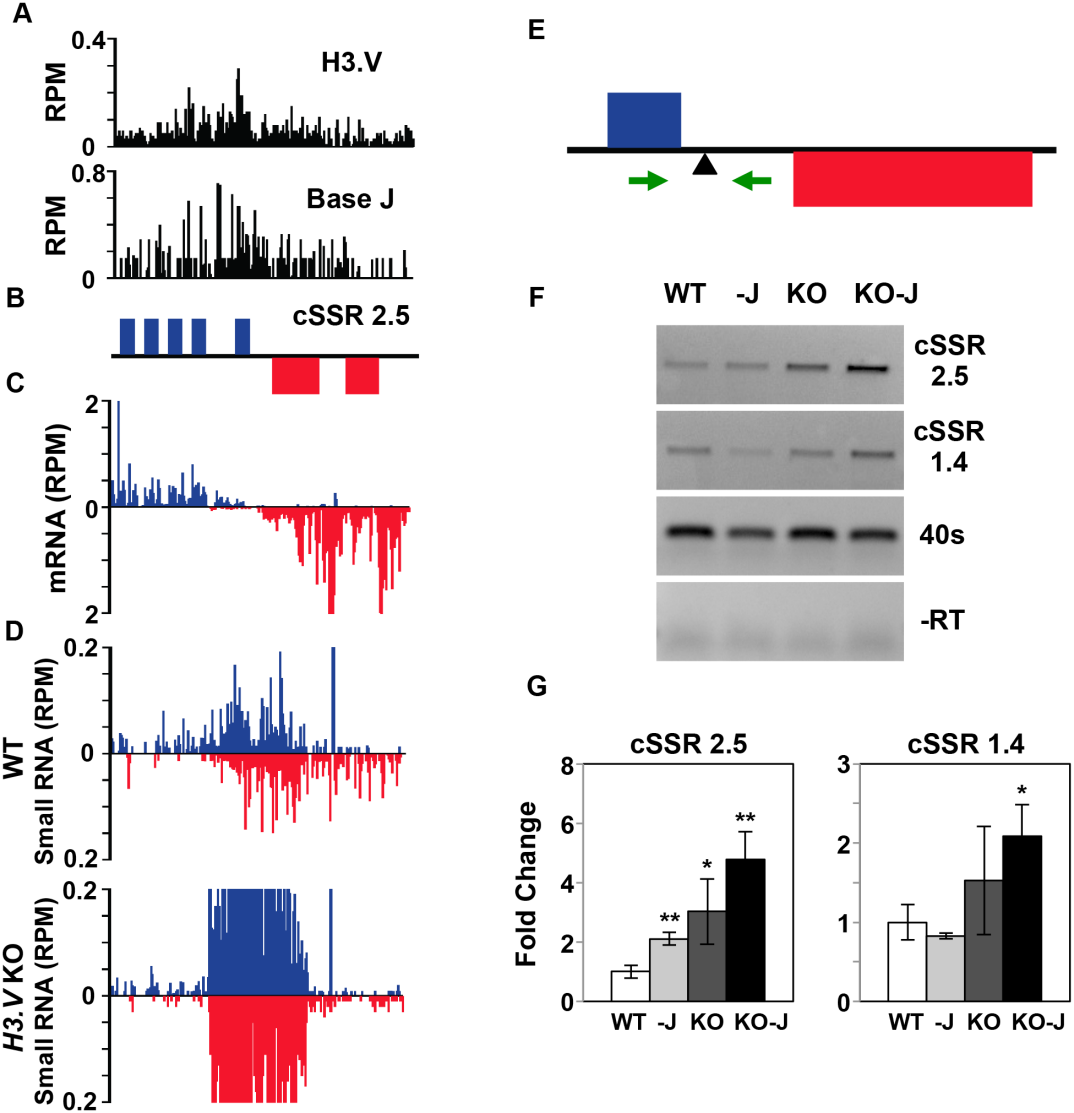
Increased production of nascent RNA in cSSR following the loss of H3.V. A region on chromosome 2 (950–975 kb) representing cSSR 2.5 is shown where H3.V regulates transcription. (A) Base J and H3.V co-localize at sites of RNAP II termination within cSSRs [13, 14]. H3.V ChIP-seq reads and base J IP-seq reads are plotted as reads per million reads (RPM), as previously described [14, 35]. (B) ORFs are shown with the top strand in blue and the bottom strand in red. (C) mRNA-seq reads from wild type *T*. *brucei* are plotted as RPM. Reads that mapped to the top strand are shown in blue and reads that mapped to the bottom strand in red. (D) Small RNA-seq reads from WT and *H3*.*V KO* are mapped as described in Fig 1A. (E-G) Strand-specific RT-PCR analysis of nascent RNA in cSSRs. (E) Schematic representation (not to scale) of primer location and direction at cSSR 2.5 (primers shown as green arrows in this and all subsequent figures). The arrowhead below the line indicates the poly(A) processing site for the final gene in the PTU. (F) Strand-specific RT-PCR analysis. cDNA was synthesized using the reverse primer. PCR was performed using the same reverse primer to make the cDNA plus the forward primer, as indicated. Data is also presented for an additional cSSR on chromosome 1 (cSSR 1.4, 635–637 kb). Wild type: WT; Wild type+DMOG: -J; *H3*.*V* KO: KO; *H3*.*V* KO+DMOG: KO-J. 40S ribosomal protein S11 provides a positive control and minus RT (-RT) negative control is shown. (G) Nested qPCR. Primers were designed within the PCR reaction in F to use in subsequent qPCR analysis. White bars: Wild type; grey bars: Wild type+DMOG; dark grey bars: *H3*.*V* KO; black bars: *H3*.*V* KO+DMOG. All products were normalized to 40S ribosomal protein S11. The average of three independent strand-specific RT-PCR nested qPCR experiments is plotted. Error bars represent the standard deviation. P values were calculated using Student’s t test. *, p value ≤ 0.05; **, p value ≤ 0.01.

### H3.V inhibits RNAP II elongation within PTUs

We have recently shown that base J is present along with H3.V at termination sites within a PTU where J loss results in read-through transcription and increased expression of downstream genes in *T*. *brucei* [35]. Because RNAP II elongation and gene expression is inhibited prior to the end of these PTUs, we refer to this as PTU internal termination. To explore the impact of H3.V on RNAP II elongation at these PTU internal termination sites we analyzed the downstream genes by RT-qPCR in the *H3*.*V* KO cell line. At three representative PTU internal termination sites we detect increased expression of downstream genes in the *H3*.*V* KO (Fig 3A–3D and S3A–S3D Fig). In each of these cases gene derepression is enhanced upon the subsequent loss of J in the *H3*.*V* KO following DMOG treatment (Fig 3D and S3D Fig). Importantly, derepression is limited to genes downstream or within the peak of H3.V/base J. Strand specific RT-PCR using oligos flanking the termination site (based on mRNA-seq and base J localization [13, 35]) detects increased RNA in the *H3*.*V* KO (Fig 3E–3F and S3F Fig). This is consistent with an increase in nascent read-through RNA resulting from continued transcription elongation at PTU internal termination sites marked by base J and H3.V. Consistent with the gene expression changes, read-through is visibly enhanced at region 7.3 upon the subsequent loss of J in the *H3*.*V* KO following DMOG treatment (Fig 3F). These results, combined with our previous study of J regulation of termination [35], suggest J and H3.V have independent and overlapping roles in regulating RNAP II termination through the inhibition of transcription elongation and the expression of downstream genes in *T*. *brucei*.

**Fig 3:**
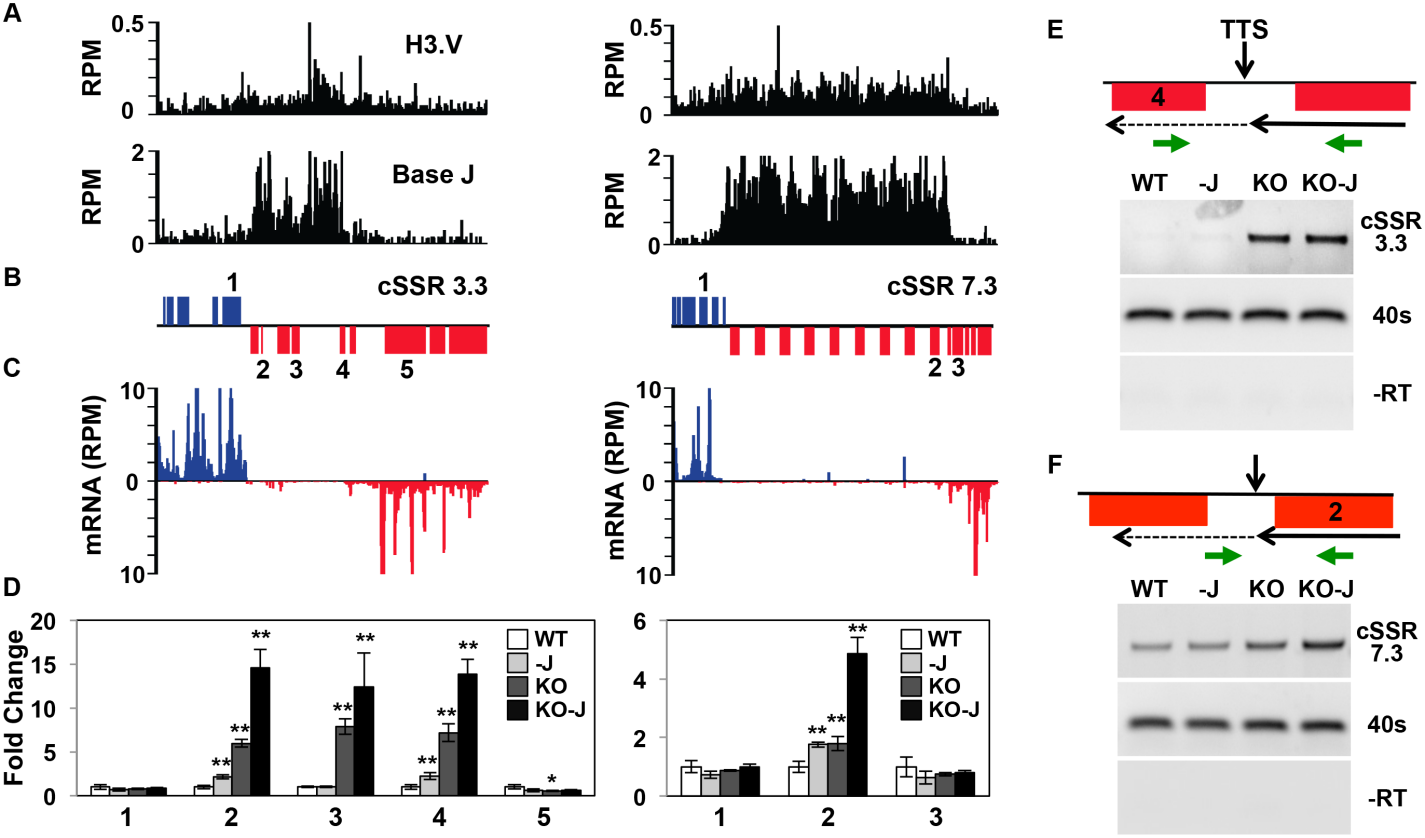
Decreased efficiency of RNAP II termination and increased gene expression following the loss of histone H3.V. A region on chromosome 3 (617–670 kb) representing cSSR 3.3 and chromosome 7 (453–525 kb) representing cSSR 7.3 is shown where H3.V regulates transcription of a cluster of genes. (A-C) Base J and H3.V co-localize at sites of RNAP II termination within a PTU. H3.V ChIP-seq reads and base J IP-seq reads, ORFs, and mRNA-seq reads from wild type *T*. *brucei* are plotted for cSSR 3.3 (left) and cSSR 7.3 (right) as described in Fig 2. (D) RT-qPCR analysis of genes numbered according to the ORF maps above in panel B. As described in Fig 2G, white bars: Wild type; grey bars: Wild type+DMOG; dark grey bars: *H3*.*V* KO; black bars: *H3*.*V* KO+DMOG. Transcripts were normalized against 40S ribosomal protein S11, and are plotted as the average and standard deviation of three replicates. P values were calculated using Student’s t test. *, p value ≤ 0.05; **, p value ≤ 0.01. The silent gene cluster at cSSR 7.3 consists of nine highly similar retrotransposon hot spot protein genes, therefore the primers used to analyze gene 2 also amplify the additional upstream genes. (E and F) Strand-specific RT-PCR analysis of read-through transcription of the two cSSRs analyzed in A-D. Above each panel is a schematic representation (not to scale) of primer location and direction at a transcription termination site (TTS). The vertical arrow indicates the proposed TTS as described in the text [35]. The long solid arrow indicates the direction of transcription and the dashed arrow indicates read-through transcription past the TTS. cDNA was synthesized using the reverse primer (relative to transcription). PCR was performed using the same reverse primer to make the cDNA plus the forward primer, as indicated. 40S ribosomal protein S11 provides a positive control and a minus RT (-RT) negative control is shown.

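The mRNA-seq data comprise 12 libraries from bloodstream form T. brucei strain 427 (cell line 221a), with 3 libraries from each of the WT, WT+DMOG, H3.V KO and H3.V KO+DMOG conditions. DMOG is dimethyloxalylglycine, which blocks the synthesis of base J and was given at 1 mM for 5 days. The H3.V KO line lacks both alleles of the gene and was made in another laboratory. Because 1 knockout line was compared with 1 WT line, the effect of H3.V cannot be separated from other differences between the lines. The authors trimmed the single-end reads, discarded reads shorter than 50 bases, aligned the rest with Bowtie2 to version 9.0 of the Lister 427 genome, and computed the value of each gene in each library with Cuffnorm. The deposited values are FPKM, fragments scaled for gene length and library, for 9302 genes. Their size factors by the median ratio lay between 1.000 and 1.002, so the values were not scaled to the mapped fragments alone. Of the genes, 8998 lie on the 11 chromosomes and 217 on 18 telomere contigs, and 321 are listed at 0 in every library.
The FPKM values of a library sum to between 1357848 and 1422407 in WT (median 1380505), 1243156 and 1331674 in WT+DMOG (median 1296014), 1210738 and 1264733 in H3.V KO (median 1216805) and 1183301 and 1296703 in H3.V KO+DMOG (median 1203063). Such sums are not read numbers. Low values fall on whole multiples of the value of 1 read for 96.0% to 100% of genes per library once 199 bases are taken off each gene's length, and these steps give the relative depth of the libraries. With the shallowest library set to 1, the depth was 1.09 to 2.04 in WT, 1.0 to 1.78 in WT+DMOG, 1.12 to 2.26 in H3.V KO and 1.1 to 2.48 in H3.V KO+DMOG, and replicate 1 was the deepest in every condition. The paper's reported totals in S3 Table, which the FPKM values do not use directly, are 31.22 to 57.72 M reads for WT, 26.66 to 48.54 for WT+DMOG, 29.88 to 59.22 for H3.V KO and 29.06 to 60.88 for H3.V KO+DMOG.
Genes with a mean of at least 1 FPKM in at least 1 condition (8636 genes) were compared on the scale of log2(FPKM + 0.5) with limma in 1 fit of all 12 libraries, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low values. The H3.V gene itself, Tb427.10.15350 (chromosome 10, 3758725–3759144), was at 134 ± 7.11 FPKM in WT (SD, n = 3) and 123 ± 8.71 FPKM in WT+DMOG. It was listed at 0 in all 3 H3.V KO libraries and in 2 of the 3 H3.V KO+DMOG libraries, the remaining library having 0.227 FPKM. The log2 fold change in the H3.V KO was -8.07 (standard error 0.13, adjusted p = 8.0e-11).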

To further explore the role of H3.V in the regulation of termination and whether H3.V functions similarly across the genome, we performed mRNA-seq to compare the expression profiles of WT, WT+DMOG, *H3*.*V* KO and *H3*.*V* KO+DMOG cells (GEO accession number GSE69929). This led to the detection of 153 mRNAs that are increased at least 2-fold in one or more of the treatments (S1 Table). 

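Over all 9302 genes, 266 had a mean of at least 1 FPKM in WT+DMOG, H3.V KO or H3.V KO+DMOG cells and at least 2-fold the WT mean in the same condition. They include all 153 genes that S1 Table lists as raised. Of the 113 genes not listed there, 42 lie on telomere contigs or other contigs outside the chromosomes, 50 carry identifiers of structural RNAs, 15 are other genes shorter than 300 bases, and 6 belong to none of these groups. By condition, 52 genes met the rule in WT+DMOG, 142 in H3.V KO and 211 in H3.V KO+DMOG. An adjusted p under 0.05 in addition to the fold change left 168 genes. With each of the 12 libraries left out in turn the count stayed between 258 and 282. Of the 153 listed genes, 123 (80.4%) had an adjusted p under 0.05 in the limma fit for at least 1 of the 3 conditions against WT.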

Many of the gene expression changes have been confirmed by RT-qPCR (S4 Fig and below). 

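The 6 genes of S4 Fig showed the following values in the mRNA-seq libraries. Tb427tmp.160.5350 (chromosome 9, 1133847–1135310), annotated as VSG-related, rose from 19.3 ± 1.42 FPKM in WT to 39.9 ± 2.43 FPKM in H3.V KO and 55.1 ± 3.73 FPKM in H3.V KO+DMOG (SD, n = 3 each), a log2 fold change of 1.03 in the H3.V KO (standard error 0.08, adjusted p = 1.2e-05, limma). Its further rise upon DMOG treatment of the H3.V KO was 0.46 (standard error 0.08, adjusted p = 0.0056). Tb427tmp.02.1580 (chromosome 11, 1180841–1182067), a leucine-rich repeat protein gene, went from 23.6 ± 1.97 FPKM in WT to 51.7 ± 0.266 FPKM in H3.V KO, and Tb427tmp.02.1565 in the same region from 15.6 ± 1.56 FPKM to 40.2 ± 4.88 FPKM. The latter did not rise further in H3.V KO+DMOG (log2 fold change 0.04, adjusted p = 0.89), while Tb427tmp.02.1580 did (0.32, adjusted p = 0.014). Tb427.07.1960 (chromosome 7), 1 of several similar RHS genes among which reads could have been divided, was at 1.53 ± 0.322 FPKM in WT and 3.05 ± 0.410 FPKM in H3.V KO (log2 fold change 0.81, adjusted p = 0.01). Tb427.02.5384 (chromosome 2, 960099–961239), an RHS pseudogene, did not change detectably in the H3.V KO (log2 fold change 0.24, adjusted p = 0.3). It rose in WT+DMOG (0.78, adjusted p = 0.011) and most in H3.V KO+DMOG, to 7.20 ± 0.882 FPKM against 1.62 ± 0.251 in WT. Tb427.07.6820 (chromosome 7, 1889073–1890086) rose from 32.9 ± 2.58 FPKM to 63.1 ± 2.79 FPKM in H3.V KO and is the last of 27 adjacent genes that all rose in that line.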

Consistent with our previous mRNA-seq results, in WT cells treated with DMOG we observe similar increases in the expression of genes downstream of base J (and H3.V), which we previously demonstrated is caused by an RNAP II transcription termination defect within a PTU [35]. However, we now see that a significant number of genes downstream of J/H3.V within other PTUs are upregulated following the loss of H3.V, and that many are further increased following the subsequent loss of J (Fig 4, S1 and S4 Tables). 

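In WT+DMOG cells the limma fit gave 370 raised and 524 lowered genes at an adjusted p under 0.05, of which 11 and 21 changed at least 2-fold. With the replicate number as a block, 646 genes were raised and 914 lowered, although libraries with the same number deviated together only weakly. The mean correlation of their deviations from the condition means was 0.04 over 18 pairs. The value for pairs with different numbers, -0.02 over 36 pairs, is no separate baseline, because deviations within a condition cancel. A fit of the 6 WT and WT+DMOG libraries alone gave 114 raised and 189 lowered genes.
Of the 26 genes that S1 Table lists as raised in WT+DMOG, 14 had an adjusted p under 0.05 and 21 were higher in all 3 WT+DMOG libraries than in any WT library. Their median rose from 1.75 FPKM in WT to 5.48 FPKM, with a median log2 fold change of 1.32. In 3 of the 26 genes, a single library held over 60% of the summed value of the WT+DMOG libraries. All 26 are marked in S1 Table as lying within 10 kb of J and 24 also within 10 kb of H3.V. The largest rises past the threshold, with all 3 libraries of the conditions apart, were in Tb427.10.4350, a gene of only 183 bases on chromosome 10 (log2 fold change 3.33, standard error 0.67, adjusted p = 0.013), Tb427tmp.244.1960 on chromosome 9 (2.13, standard error 0.27, adjusted p = 0.0014) and Tb427tmp.12.0018 on chromosome 11 (1.80, standard error 0.16, adjusted p = 2.3e-04), all 3 annotated as hypothetical proteins. Tb427tmp.244.1960 rose from 1.97 ± 0.679 FPKM to 10.2 ± 1.86 FPKM, at a length of 216 bases, and Tb427tmp.12.0018 from 1.70 ± 0.187 FPKM to 7.18 ± 1.27 FPKM (SD, n = 3). Among genes of at least 300 bases, the largest such fall was in Tb427.BES126.2 on a telomere contig, from 62.8 ± 2.29 FPKM to 16.6 ± 3.00 FPKM. The other two genes with the largest falls, Tb427_06_v4.snoRNA.0038 and Tb427.10.7150, are 77 and 168 bases long, and both were listed at 0 in all WT+DMOG libraries.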

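Comparing H3.V KO with WT, the limma fit called 870 genes raised and 899 lowered at an adjusted p under 0.05, and 91 and 59 of these changed at least 2-fold. Quantile normalization between libraries gave 516 raised and 436 lowered genes. With the replicate number as a block the counts were 1259 and 1411, where the deviations of the 4 libraries numbered 1 correlated with a mean r of 0.12. H3.V KO+DMOG against WT gave 1473 raised and 1552 lowered genes (140 and 37 at least 2-fold), or 1961 and 2164 with the block. H3.V KO+DMOG against H3.V KO gave 355 raised and 369 lowered genes (35 and 18 at least 2-fold), or 636 and 812 with the block.
Of the 56 genes that S1 Table lists as raised in H3.V KO+DMOG only, 49 had an adjusted p under 0.05 against WT and 51 were higher in all 3 H3.V KO+DMOG libraries than in any WT library, with medians of 5.14 FPKM in WT and 16.2 FPKM in H3.V KO+DMOG. The largest rises upon DMOG treatment of the H3.V KO were again in Tb427.10.4350 (log2 fold change 3.22, adjusted p = 0.016), followed by 2 genes for hypothetical proteins on chromosome 10. Tb427.10.12280 went from 1.30 ± 1.12 FPKM in H3.V KO to 5.21 ± 1.19 FPKM in H3.V KO+DMOG (1.85, adjusted p = 0.031) and Tb427.10.1760 from 1.30 ± 0.980 FPKM to 5.64 ± 2.36 FPKM (1.83, adjusted p = 0.013). Neither of these 2 genes differed past the threshold from WT in H3.V KO+DMOG (adjusted p = 0.075 and 0.11), although Tb427.10.12280 did with the replicate block (adjusted p = 0.025).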

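The rule of at least 2-fold and at least 1 FPKM selected 142 genes in the H3.V KO when applied to every gene of the files. The 71 genes that S1 Table lists for the H3.V KO are all among them. The other 71 are 39 genes of telomere or other contigs, 23 structural RNAs and 9 other genes shorter than 300 bases. The median of the listed genes rose from 1.13 FPKM in WT to 5.46 FPKM in H3.V KO, a median log2 fold change of 1.42. In the limma fit 58 of the 71 had an adjusted p under 0.05, and in 64 every H3.V KO library was higher than every WT library. In 7 of the 71 genes 1 library held over 60% of the sum of the 3 H3.V KO values, and 10 are shorter than 300 bases. The paper's own Cuffdiff p in S1 Table is at most 0.05 for 57 of them.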

In the *H3*.*V* KO we identified 71 genes that are upregulated (Fig 5A and S1 Table). Although many of these genes are not increased by 2-fold in the WT+DMOG condition, some respond at least slightly to the loss of J in WT cells: 28 of the 71 genes upregulated in the *H3*.*V* KO are also increased at least 1.3-fold in the WT+DMOG condition, suggesting J and H3.V have overlapping functions in regulating termination at these sites, where H3.V plays a dominant role. 

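By the means of the 3 libraries in the files, 26 of the 71 genes (36.6%) were at least 1.3-fold higher in WT+DMOG than in WT. Against the spread between replicates, 5 of these 26 had all 3 WT+DMOG libraries above all 3 WT libraries, and 2 had an adjusted p under 0.05 in the limma fit. The median log2 fold change of the 71 genes upon DMOG treatment of WT cells was 0.14. The genes were chosen for low values in the same WT libraries, which by itself favours a rise over WT. When all 142 genes that met the 2-fold rule in the H3.V KO were counted, 50 were at least 1.3-fold higher in WT+DMOG. The paper reasons from the genes raised in the H3.V KO that also respond to the loss of J in WT cells, and proposes that the functions of J and H3.V in termination overlap at these sites, with H3.V dominant.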

Consistent with this, 42 of the 71 H3.V regulated genes are upregulated even further upon subsequent loss of base J in the *H3*.*V* KO. This trend is evident in the heatmap shown in Fig 5A. 

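Of the 71 genes, 45 (63.4%) had a higher mean in H3.V KO+DMOG than in H3.V KO. In 26 of these 45 every H3.V KO+DMOG library was above every H3.V KO library, and 12 had an adjusted p under 0.05 in the limma fit, while 4 other genes of the 71 were lower in H3.V KO+DMOG with an adjusted p under 0.05. The median log2 fold change between the 2 conditions was 0.21. The genes were chosen for high values in the same H3.V KO libraries, which by itself works against a further rise. Among all 142 genes of the 2-fold rule, 65 had a higher mean in H3.V KO+DMOG.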

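The gene cluster at cSSR 7.7, a convergent strand switch region on chromosome 7, includes Tb427.07.6500, Tb427.07.6510, Tb427.07.6520 and Tb427.07.6530, which lie between positions 1769714 and 1780866 of the version 9.0 genome. Tb427.07.6500, annotated as a putative VSG, was at 1.98 ± 0.250 FPKM in WT, 2.59 ± 0.354 FPKM in WT+DMOG, 3.14 ± 0.0386 FPKM in H3.V KO and 4.53 ± 0.457 FPKM in H3.V KO+DMOG (SD, n = 3 each). Its log2 fold change was 0.56 in the H3.V KO (standard error 0.14, adjusted p = 0.018, limma) and 1.02 in H3.V KO+DMOG (standard error 0.14, adjusted p = 3.2e-04). The other 3 genes are annotated as VSG pseudogenes and were under 0.5 FPKM in WT, where 1 read corresponds to between 0.0189 and 0.0469 FPKM for Tb427.07.6520. Tb427.07.6520 rose most, from 0.491 ± 0.225 FPKM in WT to 2.53 ± 0.374 FPKM in H3.V KO and 3.86 ± 0.468 FPKM in H3.V KO+DMOG, with log2 fold changes of 1.63 (standard error 0.22, adjusted p = 8.3e-04) and 2.16 (standard error 0.22, adjusted p = 6.1e-05). For Tb427.07.6510 the log2 fold change was 0.99 in H3.V KO (adjusted p = 0.038) and 1.65 in H3.V KO+DMOG (adjusted p = 0.0017). Tb427.07.6530 reached the threshold in H3.V KO+DMOG (1.44, adjusted p = 0.0044) but not in H3.V KO (0.87, adjusted p = 0.07). In WT+DMOG none of the 4 genes passed the threshold, the smallest adjusted p being 0.18 for Tb427.07.6500. In all 4 genes every H3.V KO+DMOG library was higher than every H3.V KO library, yet none of the 4 differences had an adjusted p under 0.05 (from 0.068 to 0.31). The rise of Tb427.07.6510 in H3.V KO did not hold: it lost the threshold with the replicate block (adjusted p = 0.059), with a pseudocount of 1, under quantile normalization (log2 fold change 0.17) and on leaving out any of the 6 libraries. That of Tb427.07.6500 was 0.03 under quantile normalization and lost the threshold on leaving out 4 of the 6 libraries. Tb427.07.6520 kept its rise in all of these. In H3.V KO+DMOG the rise of Tb427.07.6510 lost the threshold under quantile normalization (log2 fold change 0.87), but not in the other settings.

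**Figure D1:**
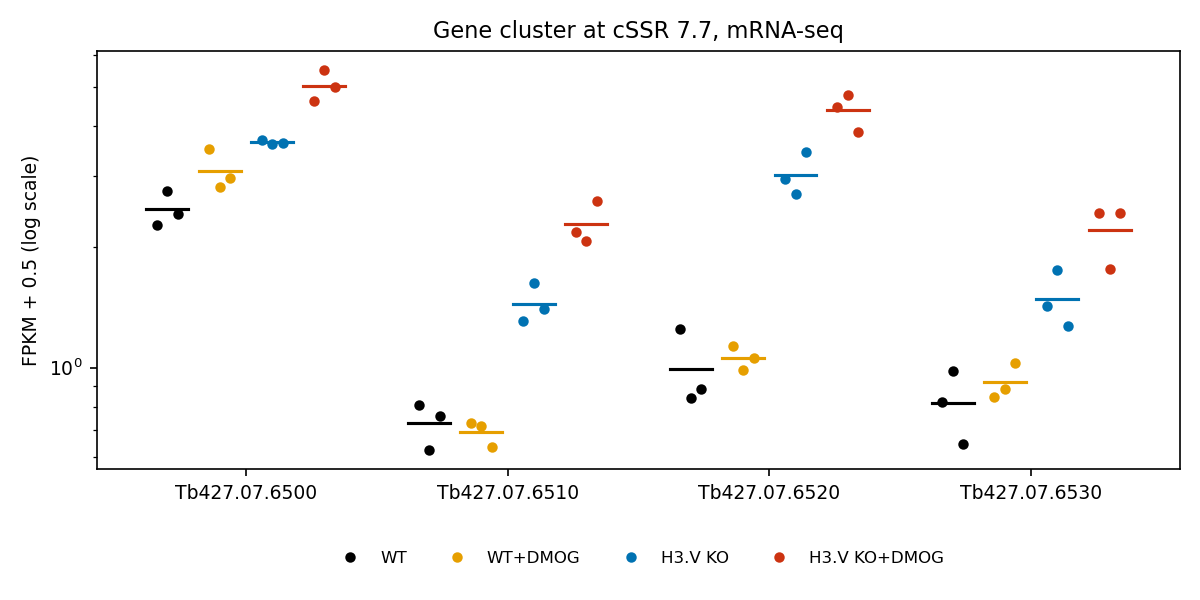
FPKM + 0.5 (log axis) of the 4 genes of cSSR 7.7 in the 3 libraries of each condition, with dots for libraries and bars for means. The values of all 4 genes are highest in H3.V KO+DMOG, and in WT and WT+DMOG the dots overlap for 3 of the 4 genes.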

A specific example is shown in Fig 5B–5F where a cluster of genes is affected by the loss of H3.V, and to a lesser extent base J. Both chromatin marks are enriched upstream of and within this gene cluster, which consists of genes annotated as *VSG* pseudogenes, an atypical *VSG*, and a hypothetical protein. mRNA-seq indicates gene upregulation is largest in the absence of H3.V and J, which we confirmed by RT-qPCR (Fig 5E and 5F). 

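At the cSSR of chromosome 10 with gene 4, Tb427.10.4370 (1133426–1134778), described in S1 Table as a putative ESAG protein gene, was at 7.12 ± 0.103 FPKM in WT, 11.5 ± 0.609 FPKM in WT+DMOG, 8.45 ± 0.416 FPKM in H3.V KO and 16.1 ± 1.24 FPKM in H3.V KO+DMOG (SD, n = 3 each). The log2 fold change was 0.65 in WT+DMOG (standard error 0.07, adjusted p = 5.6e-04, limma) and 1.12 in H3.V KO+DMOG (standard error 0.07, adjusted p = 3.1e-06). The rise in H3.V KO was 0.23 (adjusted p = 0.044) and lost the threshold under quantile normalization. Its neighbour Tb427.10.4340 passed the threshold only in H3.V KO+DMOG in the fit without a block, with 7.11 ± 0.142 FPKM against 2.07 ± 1.34 in WT (adjusted p = 0.0075), and with the replicate block it also passed in WT+DMOG (adjusted p = 0.03).
At cSSR 3.3 on chromosome 3, 5 genes between positions 631965 and 648725 are listed in S1 Table. Tb427.03.2590 (647754–648725) rose from 10.2 ± 1.03 FPKM in WT to 18.0 ± 0.898 FPKM in WT+DMOG, 20.1 ± 0.559 FPKM in H3.V KO and 45.6 ± 5.71 FPKM in H3.V KO+DMOG, and each of these rises and the further rise upon DMOG treatment of the H3.V KO had an adjusted p of at most 0.0011. Tb427.03.2580 and Tb427.03.2540 started from 0.728 ± 0.251 FPKM and 0.345 ± 0.181 FPKM in WT and reached 14.6 ± 1.61 FPKM and 8.28 ± 0.647 FPKM in H3.V KO+DMOG, with log2 fold changes of 2.30 and 2.46 in H3.V KO (adjusted p = 5.6e-05 and 2.1e-05). Both were higher still in H3.V KO+DMOG than in H3.V KO (adjusted p = 0.0038 and 0.018). Tb427.03.2530 rose in H3.V KO (adjusted p = 0.031) without a detectable further rise (adjusted p = 0.82), and Tb427.03.2500 rose past the threshold in H3.V KO+DMOG alone (adjusted p = 0.023).
At cSSR 7.3 on chromosome 7 (466196–507411), the 7 other similar RHS genes listed in S1 Table, Tb427.07.1950 and Tb427.07.1970 to Tb427.07.2020, had WT means of 0.898 to 2.41 FPKM. Reads could have been divided between these copies. In the H3.V KO their log2 fold changes lay between 0.55 and 1.20, and 6 of the 7 had an adjusted p under 0.05, the exception being Tb427.07.1990 (adjusted p = 0.063), but under quantile normalization only Tb427.07.2000 kept it. In H3.V KO+DMOG the log2 fold changes lay between 1.05 and 1.53, all with an adjusted p of at most 0.0016. The further rise over H3.V KO did not pass the threshold in any of the 7 (smallest adjusted p = 0.063, or 0.051 with the replicate block). All 7 were nevertheless higher in H3.V KO+DMOG in each same-numbered pair of libraries.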

An additional example is shown in S5 Fig Chromosome maps indicating the genomic location of upregulated genes upon the loss of H3.V and J are shown in S6 Fig. These results also confirm our initial analyses of nascent and steady-state RNA indicating a role for H3.V (and J) regulating termination and expression of downstream genes (Fig 3 and S3 Fig).

**Fig 4:**
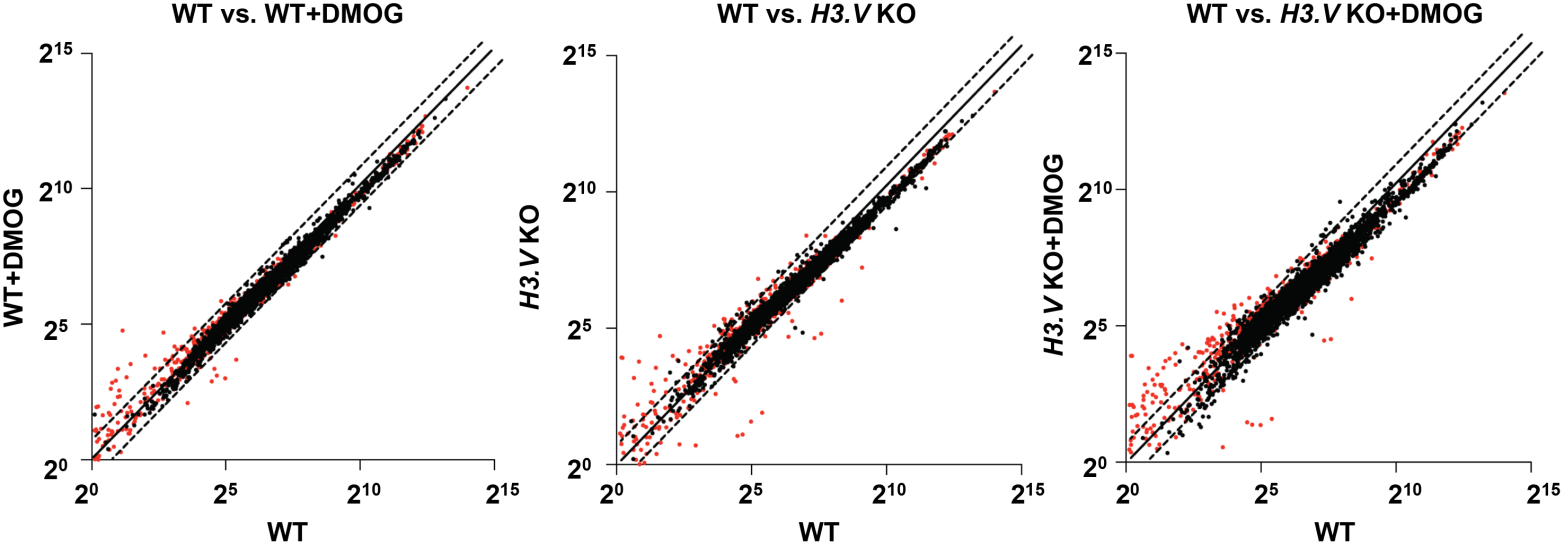
Gene expression changes in the *H3*.*V* KO. The average reads per kilobase per million reads mapped (RPKM) of triplicate mRNA-seq libraries is plotted on a log_2_ scale. Genes differentially expressed by 2-fold or more in *T*. *brucei* following the loss of base J and/or H3.V fall above or below the dotted lines. Red dots indicate genes that are adjacent to H3.V (S1 Table). Only mRNAs with an RPKM≥1 are included.

**Fig 5:**
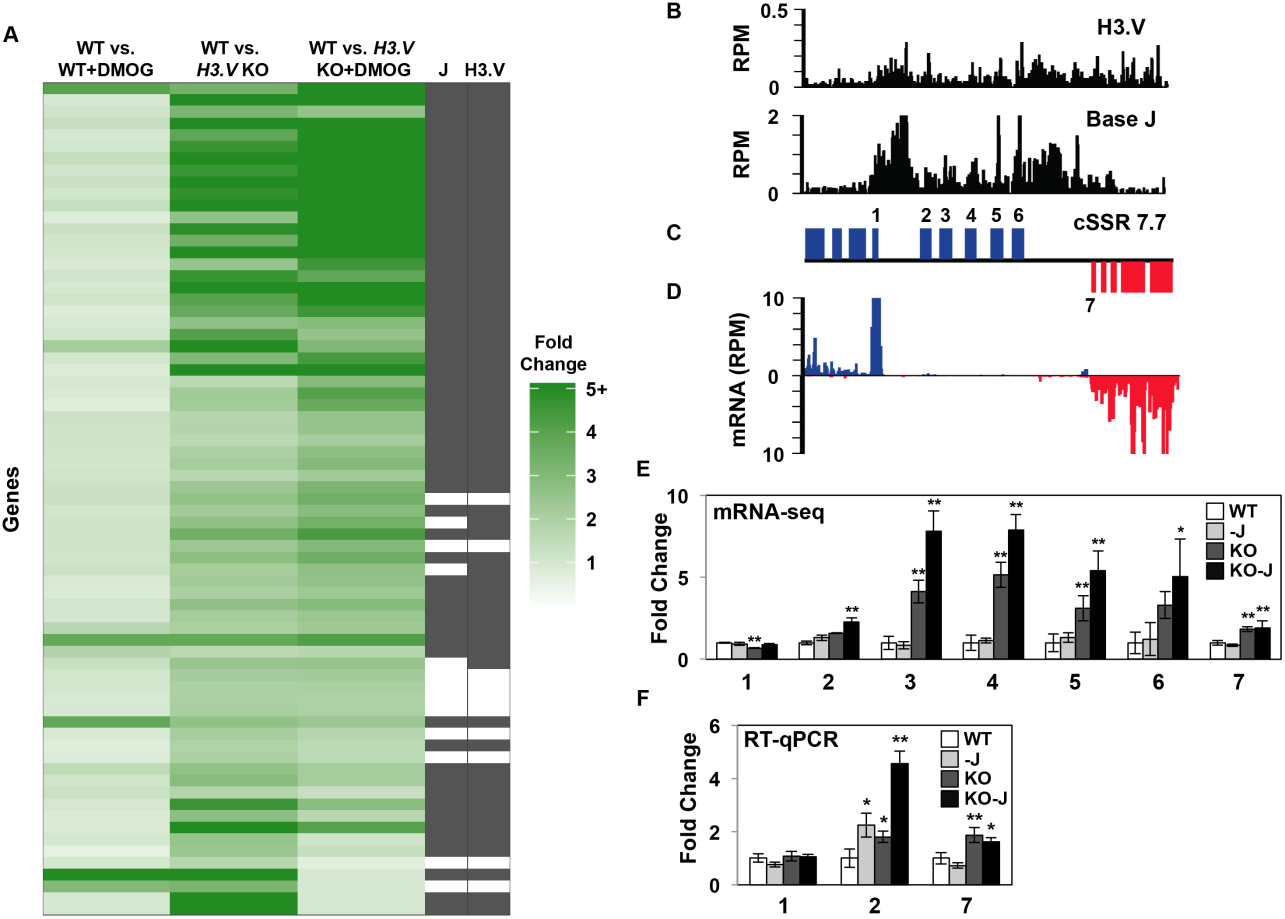
H3.V and base J have independent yet additive roles in regulating termination and gene expression. (A) Heatmap of genes upregulated in the *H3*.*V* KO. For the list of genes represented on the heatmap see S1 Table. Clustering of genes at the top indicate those that are further upregulated upon loss of base J in the *H3*.*V* KO. J and H3.V columns indicate whether each gene is located within 10 kb of the modification (filled black box), as described in the Materials and Methods section. (B-D) H3.V/J localization, gene map, and mRNA-seq reads plotted for a gene cluster on chromosome 7 at cSSR 7.7 (position 1750–1800 kb shown) is illustrated as described in Fig 3. (E) Plot of the mRNA-seq data for the genes indicated (numbered) in the ORF map. The average RPKM of triplicate mRNA-seq libraries was used to determine fold changes, with wild type set to 1. Error bars indicate the standard deviation between mRNA-seq replicates and p values, determined in Cuffdiff, are indicated by asterisks: *, p value ≤ 0.05; **, p value ≤ 0.01. (F) RT-qPCR analysis of gene expression for the indicated genes (according to the ORF map) as described in Fig 3D. White bars: Wild type; grey bars: Wild type+DMOG; dark grey bars: *H3*.*V* KO; black bars: *H3*.*V* KO+DMOG. P values were calculated using Student’s t test. *, p value ≤ 0.05; **, p value ≤ 0.01.

80% of the affected genes are found within 10 kb of H3.V and base J (see S1 Table and S7 Fig) and thus fit a model where derepression occurs as a result of deregulated transcription elongation/termination within a PTU following the loss of the two chromatin marks. 

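Using the positions relative to H3.V and J that S1 Table gives for the 153 raised genes, 122 lie within 10 kb of H3.V, 121 within 10 kb of J and 118 (77.1%) within 10 kb of both. Of the 28 genes near neither mark, 7 lie on telomere contigs. The genes near both marks had a median log2 fold change of 1.33 in H3.V KO+DMOG against WT, and 84 of the 118 had an adjusted p under 0.05 in the limma fit. For the 28 genes near neither mark the median was 1.08 and 25 had an adjusted p under 0.05, and the 2 groups of genes were not tested against each other. Of the 71 genes of the H3.V KO, 52 lie near both marks and 16 near neither.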

In support of this model, strand-specific RT-PCR analysis links gene derepression with increased nascent RNA production downstream of J/H3.V marks within the PTU (Figs 3E–3F and S3F). In a few cases, genes that are further than 10 kb downstream of base J and H3.V are still within a regulated cluster, explaining why some genes are indicated as not adjacent to J/H3.V but can still be regulated by these epigenetic marks (e.g. genes Tb427.07.6730-Tb427.07.6780, S1 and S4 Tables). 

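Tb427.07.6730, Tb427.07.6740, Tb427.07.6750, Tb427.07.6760 and Tb427.07.6780 lie on chromosome 7 between 1859336 and 1877320. In WT their means were between 13.8 and 28.2 FPKM. The largest rise was in Tb427.07.6760, from 13.8 ± 0.803 FPKM in WT to 31.1 ± 2.19 FPKM in H3.V KO (SD, n = 3), a log2 fold change of 1.14 (standard error 0.09, adjusted p = 2.2e-05, limma), and the smallest in Tb427.07.6730 (0.97, standard error 0.10, adjusted p = 1.0e-04). Neither DMOG treatment of WT cells (adjusted p from 0.45 to 0.78) nor that of H3.V KO cells (adjusted p from 0.37 to 0.9) changed any of the 5 genes past the threshold.
These genes belong to an uninterrupted stretch of 27 genes, Tb427.07.6550 to Tb427.07.6820 (1792894–1890086, 97.2 kb), all of which were higher in H3.V KO than in WT. The median log2 fold change of the 27 genes was 0.91, with a range of 0.48 to 1.14, and 24 had an adjusted p under 0.05. In H3.V KO+DMOG against WT the median was 0.83, and in WT+DMOG it was -0.06, with 0 genes past the adjusted threshold and 2 at an unadjusted p under 0.05. Each of the 6 libraries of the H3.V KO line had a median between 0.79 and 0.96 above the WT mean over these genes, while the 6 WT and WT+DMOG libraries lay between -0.13 and 0.06. The rise ended at the last of the 27 genes: the next gene with at least 5 FPKM in WT, Tb427.07.6830, had a log2 fold change of -0.01. On the other side lie the genes of cSSR 7.7, Tb427.07.6500 to Tb427.07.6530, which have under 5 FPKM in WT and whose means were also higher in H3.V KO, and before them Tb427.07.6490, with a log2 fold change of -0.56. S1 Table lists 9 of the 27 genes, 2 of them as near H3.V or J.

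**Figure D2:**
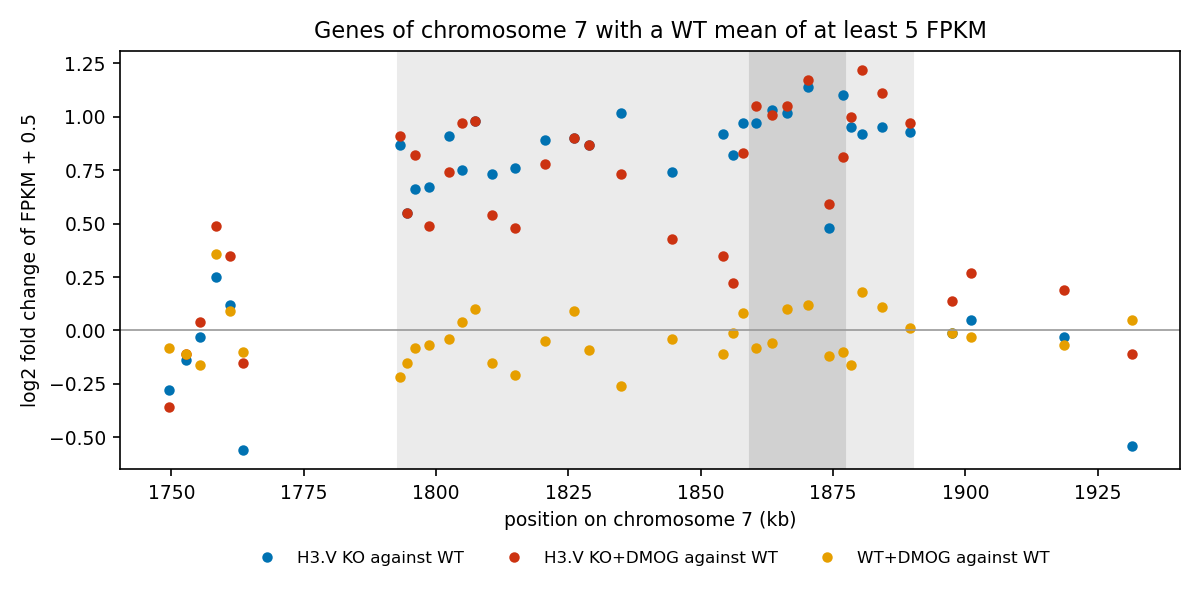
Log2 fold change of FPKM + 0.5 against WT for genes of chromosome 7 with a WT mean of at least 5 FPKM, by position in kb. Light grey marks the 27 adjacent genes and dark grey Tb427.07.6730 to Tb427.07.6780. The H3.V KO points lie between 0.48 and 1.14 in the grey area, and the WT+DMOG points between -0.26 and 0.18.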

Although clusters of genes downstream of a J and H3.V enriched region are similarly upregulated in many cases, the 153 upregulated genes localize to 91 different PTUs (S4 Table). Therefore, H3.V and J repress gene expression genome-wide, often repressing the expression of a single gene, usually the last gene, within a PTU. 

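S4 Table gives a PTU number for 146 of the 153 raised genes, and these numbers name 91 PTUs. A single raised gene was found in 67 of the 91 PTUs (73.6%), and 24 PTUs held 2 or more, with at most 9 genes in 1 PTU.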

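The behaviour of neighbouring genes was measured in the same libraries. The 147 genes that directly flank the raised chromosome genes and are not themselves listed had a median log2 fold change of 0.06 in H3.V KO+DMOG against WT. In 10000 random lists of as many genes, matched on mean expression, the medians ranged from -0.15 to 0.07, and nearly all of the lists (100.0% at 1 decimal) had a median below that of the neighbours. The lists were drawn gene by gene, while some of the neighbours lie close together and are not independent, so the range of the lists may be too narrow. In the limma fit 40 of the 147 neighbours (27.2%) had an adjusted p under 0.05 for a rise. Among all tested chromosome genes that are not listed, the neighbours included, the share was 15.8%, without matching on expression.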

Overall, the data indicate that base J and H3.V have independent but overlapping roles in regulating RNAP II transcription termination within specific PTUs and enable regulated expression of downstream genes.

Although the majority of the differentially expressed genes are upregulated, we also see some downregulated (S1 Table). 

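In the fit over all genes, raised and lowered genes were similar in number in the H3.V KO, and the excess of raised genes appeared among the larger changes. Under quantile normalization raised genes were in excess at any size of change (516 and 436). In WT+DMOG lowered genes were in excess among changes of at least 2-fold (11 raised and 21 lowered). By the 2-fold rule over all genes, 266 genes were raised and 151 lowered in at least 1 condition, and the lowered genes include 62 of the 66 that S1 Table lists. By condition, 96 genes were lowered in H3.V KO, 51 in WT+DMOG and 68 in H3.V KO+DMOG.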

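The 2-fold rule with a WT mean of at least 1 FPKM selected 96 lowered genes in the H3.V KO when applied to every gene. All 36 genes that S1 Table lists for the H3.V KO, the deleted H3.V gene included, are among them. The other 60 are 30 genes of telomere or other contigs, 24 structural RNAs, 3 other genes shorter than 300 bases and 3 more. An adjusted p under 0.05 as well as the fold change left 60 genes. The 36 genes without such a p had a median length of 90 bases, against 1023 bases for those with one. Without H3.V itself, the 35 listed genes had medians of 12.0 FPKM in WT and 1.66 FPKM in H3.V KO and a median log2 fold change of -1.61. In the limma fit 27 of the 35 had an adjusted p under 0.05, and in 27 every H3.V KO library was below every WT library.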

35 genes are downregulated by at least 2-fold in the *H3*.*V* KO cells. 

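Among the 35 lowered genes, 10 had a lower mean in H3.V KO+DMOG than in H3.V KO and 24 a higher one. None of the 10 decreases had an adjusted p under 0.05 in the limma fit (0 genes, and 1 at an unadjusted p under 0.05), while 9 of the 24 increases did. The genes were chosen for low H3.V KO values, and the same libraries are the reference here. This choice by itself favours increases over further decreases. Over all 96 genes of the 2-fold rule, 12 were lower still in H3.V KO+DMOG.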

Unlike the upregulated genes, where many were increased furthest following the combined loss of J and H3.V, only 7 of the 35 downregulated genes decreased more in the *H3*.*V* KO+DMOG condition. However, 33 of the 35 downregulated genes are found proximal (within 10kb) to H3.V and J. The effect is also locus specific and mainly restricted to arrays of genes transcribed from the same strand. These points indicate a strong link between H3.V/J localization and gene expression changes observed. 

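S1 Table marks 30 of the 35 genes as lying within 10 kb of H3.V, 33 within 10 kb of J and 30 within 10 kb of both, and 25 of these 30 had an adjusted p under 0.05 in the H3.V KO with a median log2 fold change of -1.68. Neither of the 2 genes near no mark had one. Apart from the H3.V gene and a structural RNA of 77 bases, the largest fall past the threshold was in Tb427tmp.24.0010 (chromosome 11, 4763110–4763502), a VSG pseudogene, from 11.7 ± 0.402 FPKM in WT to 0.189 ± 0.164 FPKM in H3.V KO (SD, n = 3), a log2 fold change of -4.18 (standard error 0.24, adjusted p = 1.4e-06).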

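The procyclin locus on chromosome 10 holds PAG4 (Tb427.10.10210), PAG2 (Tb427.10.10220), PAG5 (Tb427.10.10230), PAG1 (Tb427.10.10240), EP2 (Tb427.10.10250) and EP1 (Tb427.10.10260) between positions 2512182 and 2520601. PAG4 fell from 25.4 ± 2.59 FPKM in WT to 2.14 ± 0.518 FPKM in H3.V KO (SD, n = 3 each), a log2 fold change of -3.31 (standard error 0.15, adjusted p = 2.3e-07, limma). PAG5 fell from 31.5 ± 5.21 FPKM to 2.97 ± 0.538 FPKM (-3.20, adjusted p = 2.6e-07), and PAG1 from 22.3 ± 1.88 FPKM to 2.06 ± 0.403 FPKM (-3.16, adjusted p = 6.2e-08). The procyclin genes, whose similar copies could share reads, had higher and more variable values. EP1 was at 324 ± 93.7 FPKM in WT and 64.1 ± 3.11 FPKM in H3.V KO (-2.28, adjusted p = 3.4e-04), and EP2 at 161 ± 43.5 FPKM and 24.8 ± 2.69 FPKM (-2.64, adjusted p = 3.7e-04). For each of the 6 genes every H3.V KO library was below every WT library. DMOG treatment of the H3.V KO changed none of the 6 genes past the threshold (adjusted p from 0.12 to 0.9). With the replicate block, PAG1 rose past the threshold (adjusted p = 0.043), with overlapping libraries.

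**Figure D3:**
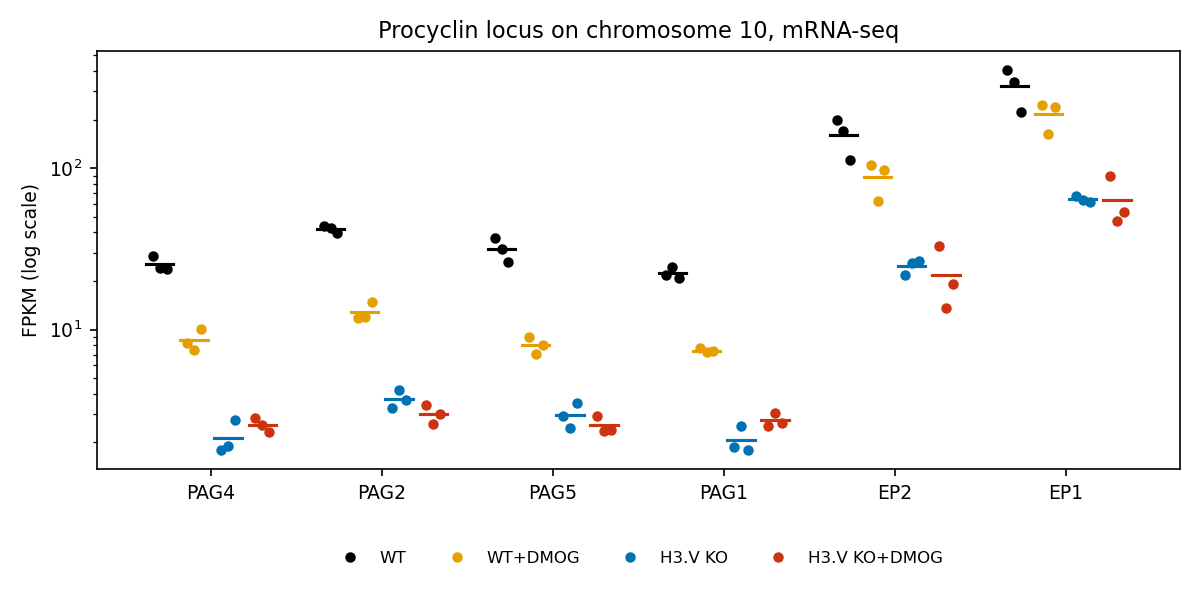
FPKM (log axis) of the 6 genes of the procyclin locus in the 3 libraries of each condition, with dots for libraries and bars for means. In all 6 genes the H3.V KO and H3.V KO+DMOG dots lie below the WT dots, and for the 4 PAGs the WT+DMOG dots lie between them.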

A few examples are indicated in S8 Fig. Among the genes with most significant downregulation upon loss of H3.V were procyclins and procyclin associated genes (PAGs), which include surface protein encoding genes most highly expressed during the (procyclic) insect stage of the parasite [69]. Although PAGs are located in multiple copies in the genome, within RNAP II transcribed arrays or within RNAP I transcribed procyclin arrays [69, 70], the PAGs downregulated following the loss of H3.V (PAG1, PAG2, PAG4 and PAG5) are specifically arranged in an RNAP I transcribed array. 

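Tb427.10.7160, annotated in S1 Table as a putative PAG1 and located on chromosome 10 at 1801589–1802209, outside the procyclin locus, fell from 12.0 ± 0.338 FPKM in WT to 0.797 ± 0.0377 FPKM in H3.V KO (SD, n = 3), a log2 fold change of -3.27 (standard error 0.18, adjusted p = 1.2e-06, limma). Reads of the PAG1 gene of the procyclin locus could have been divided between these 2 genes. At the procyclin genes of chromosome 6, GPEET2 (Tb427.06.510, 226081–226425) went from 546 ± 105 FPKM to 149.6 ± 16.4 FPKM (-1.85, adjusted p = 1.4e-04) and EP3-2 (Tb427.06.520, 227359–227748) from 192 ± 58.2 FPKM to 27.7 ± 2.57 FPKM (-2.72, adjusted p = 2.7e-04).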

For example, there are two PAG2 genes located on chromosome 10, one in an RNAP II transcribed PTU and the other in the RNAP I transcribed procyclin locus. The only gene that is significantly downregulated when H3.V is deleted is the one within the RNAP I procyclin locus. 

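PAG2 of the procyclin locus (Tb427.10.10220, 2513419–2514675) was at 41.9 ± 2.08 FPKM in WT and 3.72 ± 0.484 FPKM in H3.V KO (SD, n = 3 each), a log2 fold change of -3.33 (standard error 0.12, adjusted p = 4.5e-08, limma), which stayed between -3.42 and -3.25 with each of the 6 libraries left out in turn. The identifier of the PAG2 gene in the RNAP II transcribed PTU is not given in the paper's text, and that gene was not analysed here by name.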

A similar locus specific alteration of PAG expression was seen upon the depletion of histone H1 [71]. Interestingly, the PAGs within this locus undergo overlapping RNAP II and RNAP I transcription, i.e. continued RNAP II transcription of the upstream opposing PTU produces antisense PAG RNAs [72]. This suggests a possible mechanism of PAG (and procyclin) downregulation resulting from increased formation of dsRNAs upon the loss of H3.V (see discussion). Similarly, other downregulated genes are arranged in opposing transcriptional genes pairs where extended RNAP II transcription would result in dsRNA for each mRNA (S8 Fig). We also identified 25 genes that are downregulated specifically in the *H3*.*V* KO+DMOG condition, though 22 of these genes are not located near H3.V or J. We therefore assume many of these changes are an indirect effect of genes that are upregulated in this cell line. 

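Over all genes of the files, 25 were at least 2-fold lower in H3.V KO+DMOG than in WT without being 2-fold lower in H3.V KO or WT+DMOG. This count depended on the choice of averages, and the ratio of medians in place of means gave 54. Of the 25 genes in S1 Table, 17 had an adjusted p under 0.05 in the limma fit and in 20 every H3.V KO+DMOG library was below every WT library. Their median was 115 FPKM in WT and 57.9 FPKM in H3.V KO+DMOG, with a median log2 fold change of -1.04. According to S1 Table, 2 of the 25 lie within 10 kb of H3.V, 3 within 10 kb of J and 21 near neither. Among all genes lowered in H3.V KO+DMOG, Tb427.01.5280 (chromosome 1, 1048153–1049020), an ESAG pseudogene already lowered in H3.V KO, fell from 10.4 ± 0.503 FPKM in WT to 0.0465 ± 0.0806 FPKM (log2 fold change -4.33, adjusted p = 9.4e-08), the largest fall apart from H3.V itself and 1 structural RNA.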

For example, we have demonstrated that the genome-wide increase in RNAP II transcription in *T*. *cruzi* results in a global increase in gene expression that includes proteins that degrade specific mRNAs [24].

### H3.V regulates expression of RNAP I transcribed *VSG* genes

In addition to RNAP II termination sites, H3.V co-localizes with base J at telomeres, which in the *T*. *brucei* genome contain the RNAP I transcribed polycistronic units involved in antigenic variation (so called *VSG* expression sites, ESs) (Fig 6A) [27, 28]. mRNA-seq results indicate that the deletion of H3.V leads to increased expression of *VSG* genes from silent ESs, which we have confirmed by RT-qPCR (S1 Table and Fig 6B). 

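S1 Table lists 7 VSG genes of silent ESs, each the VSG of a different telomere contig. VSG6 (Tb427.BES15.12) rose from 1.13 ± 0.166 FPKM in WT to 15.1 ± 1.44 FPKM in H3.V KO (SD, n = 3 each), a log2 fold change of 3.26 (standard error 0.13, adjusted p = 6.4e-08, limma). VSG17 (Tb427.BES56.13) went from 3.05 ± 0.343 FPKM to 26.0 ± 3.52 FPKM (2.90, standard error 0.13, adjusted p = 2.1e-07). Smaller rises past the threshold were seen in VSG3 (Tb427.BES65.13, 1.94, adjusted p = 0.0013), VSG11 (Tb427.BES126.15, 1.17, adjusted p = 5.6e-05), VSG18 (Tb427.BES98.12, 1.16, adjusted p = 8.0e-04) and VSG13 (Tb427.BES59.12, 0.75, adjusted p = 0.028), the last of which lost the threshold under quantile normalization. VSG9 (Tb427.BES129.14) went from 2.72 ± 0.337 FPKM to 3.62 ± 0.416 FPKM, which did not pass the threshold (0.36, adjusted p = 0.17). In all 7 genes every H3.V KO library was higher than every WT library. With each library left out in turn, the log2 fold change of VSG13 ranged from 0.62 to 0.86 and that of VSG3, whose H3.V KO libraries differed most, from 1.63 to 2.18. VSG genes have related copies elsewhere in the genome, and reads could have been divided among them.

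**Figure D4:**
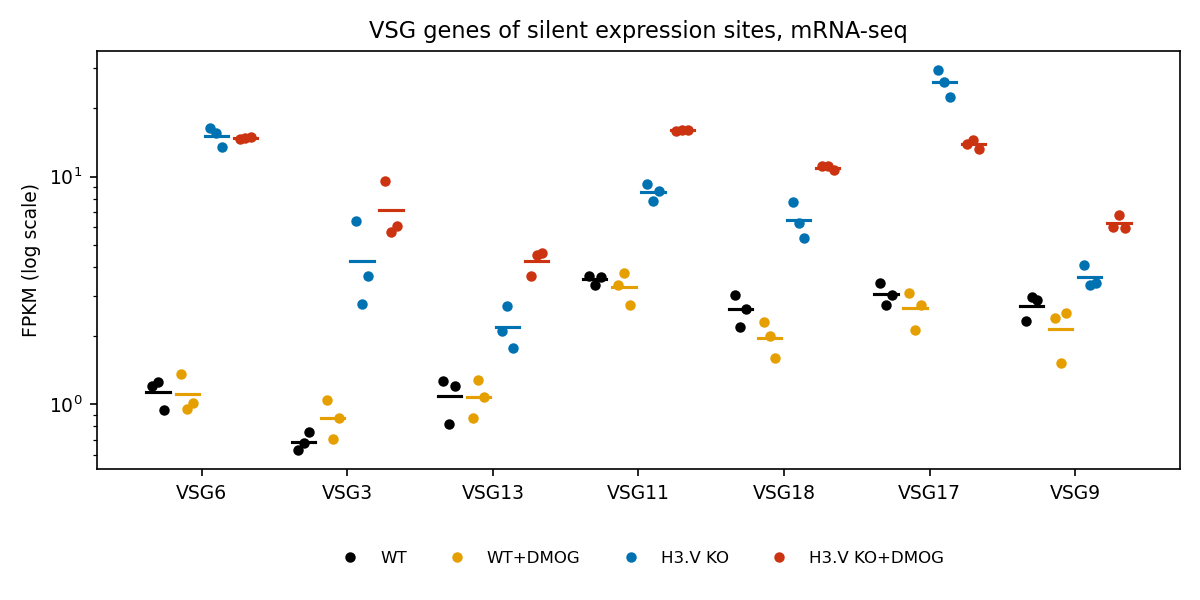
FPKM (log axis) of the 7 VSG genes of silent ESs in the 3 libraries of each condition, with dots for libraries and bars for means. The H3.V KO dots lie above the WT dots for every gene, and the H3.V KO+DMOG dots of VSG17 lie below its H3.V KO dots.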

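DMOG treatment of WT cells changed none of the 7 VSG genes of silent ESs that S1 Table lists past the threshold. The log2 fold changes lay between -0.34 and 0.20, with 0 genes past the adjusted threshold in the limma fit and 0 at an unadjusted p under 0.05. In same-numbered pairs VSG17 and VSG18 fell each time and VSG3 rose each time. With the replicate block the smallest adjusted p in the limma fit was 0.086, for VSG18. In the H3.V KO, DMOG treatment raised VSG11 from the H3.V KO value to 16.0 ± 0.127 FPKM (SD, n = 3), a log2 fold change of 0.86 (standard error 0.11, adjusted p = 0.0011), VSG18 to 11.0 ± 0.202 FPKM (0.73, adjusted p = 0.018), VSG13 to 4.27 ± 0.534 FPKM (0.84, adjusted p = 0.033) and VSG9 to 6.26 ± 0.482 FPKM (0.72, adjusted p = 0.028). VSG3 had a higher mean, 7.11 ± 2.16 FPKM against 4.27 ± 1.90, but its libraries overlapped (0.71, adjusted p = 0.17). It was higher in each of the 3 same-numbered pairs, with an adjusted p of 0.066 in the fit with the replicate block. VSG6 did not change (-0.02, adjusted p = 0.95), and VSG17 fell to 13.9 ± 0.670 FPKM (-0.88, adjusted p = 0.003). Against WT, all 7 were higher in H3.V KO+DMOG with an adjusted p of at most 8.6e-04. A difference between the DMOG effects in H3.V KO and WT cells passed the threshold for 1 of the 7, VSG11 (adjusted p = 0.018).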

Although *VSG*s within expression sites are not affected by the loss of J in WT cells, five of the *VSG*s are further upregulated upon the loss of J in the *H3*.*V* KO (S1 Table and Fig 6B).

**Fig 6:**
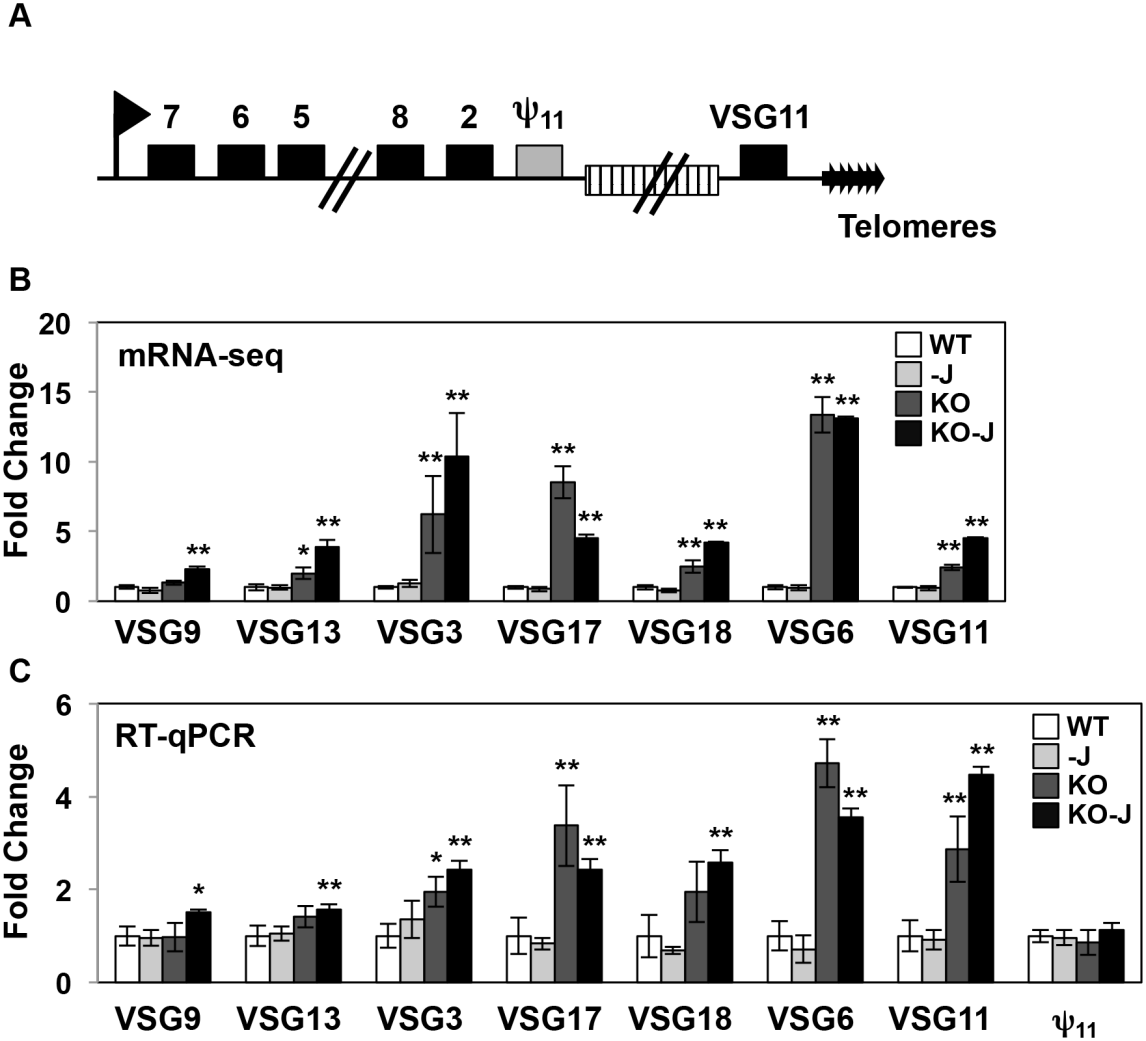
H3.V regulates *VSG* gene expression from silent telomeric bloodstream expression sites. (A) A schematic diagram of the silent ES15 (not to scale). The box with stripes represents the 70 bp repeats. Numbers indicate *ESAG* genes. Grey box represents the *VSG* pseudogene 11 (Tb427.BES126.13). (B-C) mRNA-seq and RT-qPCR analysis of the indicated *VSG* genes in silent expression sites. As described in Figs 3D and 5E, white bars: Wild type; grey bars: Wild type+DMOG; dark grey bars: *H3*.*V* KO; black bars: *H3*.*V* KO+DMOG. For mRNA-seq analysis, p values determined by Cuffdiff are indicated by asterisks: *, p value ≤ 0.05; **, p value ≤ 0.01. For RT-qPCR analysis, p values were calculated using Student’s t test. *, p value ≤ 0.05; **, p value ≤ 0.01.

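On the 18 telomere contigs, 205 genes passed the filter on low values. In H3.V KO against WT the limma fit called 51 of them raised and 65 lowered at an adjusted p under 0.05, and 89 were not called. As many as 165 of the 205 (80.5%) have a gene of the same length on another contig, so reads could have been divided among copies. The largest rises in the H3.V KO among all genes tested lie on these contigs. Tb427.BES129.1 was listed at 0 in all WT libraries and at 87.4 ± 7.98 FPKM in H3.V KO (SD, n = 3, log2 fold change 7.45, adjusted p = 2.5e-11). Tb427.BES10.0 went from 0.0254 ± 0.0441 FPKM to 53.3 ± 4.63 FPKM (6.68, adjusted p = 8.5e-09) and Tb427.BES40.1 from 0 to 25.4 ± 3.50 FPKM (5.68, adjusted p = 1.3e-09). The files do not pair these identifiers with gene names. Upon DMOG treatment of the H3.V KO, 27 genes of the telomere contigs rose and 13 fell, and the 3 largest falls among all genes tested were again on these contigs: Tb427.BES29.9 fell from 157 ± 18.7 FPKM to 25.9 ± 0.855 FPKM (-2.57, adjusted p = 1.4e-05), and Tb427.BES126.1 and Tb427.BES29.1, which have near-equal values, by log2 fold changes of -1.65 and -1.54 (adjusted p = 3.7e-04 and 8.1e-04).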

mRNA-seq indicates several expression site associated genes (*ESAGs*) within silent ESs with differential expression. Because the repetitive nature of *ESAGs* complicates read alignment of mRNA-seq data, we analyzed several genes by RT-qPCR using primers that are specific to ES *ESAGs* (S9 Fig). 

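Apart from the 7 VSG genes, 198 genes of the telomere contigs were tested in the mRNA-seq libraries. Their median log2 fold change in H3.V KO against WT was -0.20. Of these 198 genes, 45 had an adjusted p under 0.05 for a rise, 29 of them at least 2-fold, and 65 for a fall. The files carry no ESAG names for these identifiers, so ESAG8 and the other ESAGs were not separated here.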

Consistent with mRNA-seq results, with the apparent exception of *ESAG8*, most of the *ESAGs* are not upregulated in the *H3*.*V* KO (S9 Fig). The lack of significant change in the majority of *ESAGs* within the ESs suggests derepression of telomere-proximal *VSG* genes after H3.V depletion is not due to transcriptional activation of silent promoters. Repression of silent ESs is mediated in part by the inhibition of RNAP I elongation within the ES preventing the production of *VSG* mRNA from the silent ESs [73]. Similar to its inhibition of RNAP II transcription elongation at termination sites within PTUs genome-wide, H3.V may function at telomeric regions to attenuate transcription elongation within the silent ESs, thereby preventing transcription of silent *VSGs*. To further investigate this possibility and determine how telomere-proximal and telomere distal genes are affected after loss of H3.V, we used RT-qPCR to compare the derepression of a unique gene in the silent ES15 that is located 10 kb (*VSG* pseudogene 11, Tb427.BES126.13) and 1 kb (*VSG11*) upstream of the telomere (Fig 6; [74]). Although *VSG11* was upregulated in the *H3*.*V* KO, we found that the *VSG* pseudogene is not significantly derepressed in the *H3*.*V* KO or upon the loss of H3.V and J (Fig 6B). These results overall suggest H3.V is involved in the repression of *VSGs* in silent ESs, but does not significantly impact silencing of the entire ES, similar to the role of telomere localized TbRAP1 [75]. *ESAG8* derepression is consistent with ES derepression from the promoter, however upregulation of multiple *ESAGs* would be expected if derepression of the silent ESs occurs from the promoter, which was observed after ISWI depletion [76]. Although we cannot rule out possible alterations in VSG switching in the *H3*.*V* KO (see discussion), the data here suggest H3.V is involved in repressing RNAP I transcription of *VSGs* within the silent ESs as well as RNAP II transcription of *VSG* genes within genome internal PTUs.

## Discussion

H3.V is a kinetoplastid-specific H3 variant and appears to be the only H3 variant found in these early-diverged eukaryotes. The *T*. *brucei* H3.V shares only 45% sequence identity with the canonical H3 [60]. Although H3.V localizes to centromeres, it is not essential for viability and does not contain sequence variations common to all identified centromeric H3 variants [14, 60, 68]. Aside from its localization to RNAP II termination sites and telomeres, the functional significance of H3.V and its potential role in the regulation of RNAP II termination has been unexplored. We have demonstrated that H3.V negatively regulates transcription elongation and promotes RNAP II termination in *T*. *brucei*. Several lines of evidence support this conclusion. At many of the same sites within gene clusters where we have previously shown J regulates transcription termination and expression of downstream genes, we detect similar increases in the expression of genes downstream of the termination site following the loss of H3.V. Also similar to J loss, detection of increased nascent, unprocessed RNA by strand-specific RT-PCR at these sites supports the conclusion that the loss of H3.V leads to read-through transcription. Furthermore, the loss of H3.V from regions where dual strand transcription naturally occurs at cSSRs leads to increased levels of siRNAs, and strand-specific RT-PCR indicates this is due to increased transcription of the cSSR. These findings overall suggest H3.V imparts a repressive chromatin structure that is refractory to transcription elongation, or potentially recruits other repressive factors or transcription termination factors at RNAP II termination sites. To our knowledge, this is the first example of a histone H3 variant that has been shown to repress the expression of mRNAs and non-coding RNAs by promoting transcription termination.

These results extend our previous findings that base J functions to prevent read-through transcription at termination sites within gene clusters in *T*. *brucei*, revealing an overlapping role of J and H3.V in the regulation of transcription termination. However, H3.V appears to have a broader and in many cases a more dominant role. 

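Across the 71 genes that S1 Table lists for the H3.V KO, the log2 effect of DMOG in WT cells and that in H3.V KO cells were not correlated (Pearson's r -0.0, Spearman's rho 0.19, across genes, which are not independent replicates). The difference between the 2 effects, tested as the interaction in the limma fit, was positive for 39 of the 71 genes and had an adjusted p under 0.05 for 1. Among the 153 raised genes 4 had such an interaction. Over all 8636 genes tested, 58 did, 41 with a more positive and 17 with a more negative log2 change in the H3.V KO. With the replicate number as a block the number was 109, where the correlations of same-numbered libraries ranged from -0.19 to 0.23. With each of the 12 libraries left out in turn it ranged from 36 to 74.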

In this study mRNA-seq indicated 71 genes were upregulated by 2-fold or more following the loss of H3.V. 39% of those genes were also affected by at least 1.3-fold following the loss of J alone, and 59% were further increased upon the subsequent loss of base J in the *H3*.*V* KO. Thus H3.V and J appear to function similarly, but independently in the regulation of transcription termination. Although we cannot exclude a potential role of H3.V (and J) in the regulation of RNA processing, the increase in both unprocessed (nascent) and processed RNAs (mRNAs and siRNAs) strongly suggests H3.V regulates RNA abundance at the level of transcription and that the defects we observe are not simply due to an alteration of RNA processing. We propose a model in which both H3.V and base J inhibit RNAP II elongation, and therefore stimulate termination at sites within gene clusters (S10 Fig). According to this model, the loss of J within a gene cluster results in read-through transcription and expression of genes that were previously silent, but the presence of H3.V within the downstream cSSR prevents increased dual strand transcription and thus siRNAs are not significantly increased. Similarly, the loss of H3.V leads to read-through transcription at termination sites within a gene cluster and subsequent gene derepression. H3.V loss also results in increased transcription of dual strand transcribed loci at cSSRs, giving rise to more siRNAs. Therefore, base J is a chromatin modification that specifically regulates the expression of a subset of genes in the bloodstream form of *T*. *brucei* parasites, whereas H3.V regulates a similar, but larger subset of genes, in addition to the generation of siRNAs.

Recent description of the trypanosome stress response has indicated that the location of a gene within a PTU can impact its expression, presumably via regulated transcription elongation [77]. Here we provide evidence that regulated transcription and expression of genes within PTUs can be achieved through their spatial organization and position relative to H3.V and base J. However, the biological significance of the gene expression changes we describe following the loss of these chromatin marks, remains unclear. It does not help that the majority of the regulated genes are annotated as hypothetical proteins of unknown function. 

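By their descriptions in S1 Table, 74 of the 153 raised genes are VSGs, ESAGs, RHS genes or pseudogenes, some of them in more than 1 of these groups, and 60 of the 74 had a WT mean under 5 FPKM. The 44 genes described as VSGs had a median of 0.205 FPKM in WT, 2.48 FPKM in H3.V KO and 3.31 FPKM in H3.V KO+DMOG. The 45 pseudogenes had a WT median of 0.228 FPKM, the 11 RHS genes one of 1.62 FPKM and the 15 ESAGs one of 8.50 FPKM. The 62 genes described as hypothetical or unspecified products had a WT median of 2.06 FPKM. Over all 8636 genes tested the WT median was 56.9 FPKM.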

Many of the H3.V and base J regulated genes include *VSGs*, *ESAGs*, *RHS* proteins, and pseudogenes that are normally lowly expressed (or not at all) in wild type *T*. *brucei*. Interestingly, consistent with base J synthesis, *VSGs* and *ESAGs* are developmentally regulated, typically exclusively expressed in bloodstream form trypanosomes from the telomeric PTU (*VSG* ESs). Monoallelic expression of a *VSG* ES leads to the expression of a single VSG on the surface of the parasite, a key aspect of trypanosome antigenic variation. Therefore the repression of silent *VSGs* by H3.V/J allows the parasite to maintain this monoallelic expression. Another important aspect of antigenic variation is the periodic switching of the VSG protein expressed on the surface allowing the parasite to remain a step ahead of the host immune response. DNA recombination (i.e. gene conversion events) of silent *VSG* genes into the active ES is the dominant driver of trypanosome antigenic variation. Transcription of a donor DNA sequence has been shown to increase its use during gene conversion events in human cells [78]. It has also been demonstrated that active transcription in *T*. *brucei* stimulates DNA recombination [79]. Therefore, the regulation of transcription of silent *VSGs* by H3.V/J, including *VSGs* in silent telomeric ESs and *VSG* pseudogenes at the end of genomic internal PTUs, could play a role in gene conversion events. It is well characterized that during late phases of mammalian infection, trypanosomes predominately express mosaic *VSGs* comprised of multiple *VSGs* and pseudogenes [80]. These findings thus raise the possibility that regulated transcription of silent *VSGs* by H3.V/J, in particular *VSG* pseudogenes at internal PTUs, contributes to gene conversion events that result in the formation of these mosaic *VSGs*.

If H3.V and base J are utilized to effect specific gene expression changes, then mechanisms likely exist to overcome the silencing effects of these modifications, i.e. regulated addition and/or removal. Histone chaperones and chromatin remodeling complexes incorporate histone variants at specific chromatin locations. Thus, regulation of (unidentified) histone chaperones that incorporate H3.V could enable regulated gene expression. Chromatin remodeling proteins could also be involved in the removal of H3.V. The first step of J synthesis consists of thymidine oxidation by JBP1 and 2, which utilize oxygen and 2-oxoglutarate and require Fe2+ as a cofactor. Changes in oxygen concentrations or metabolic changes could thus impact J synthesis and effect gene expression changes. We previously demonstrated oxygen regulation of JBP1/2 and J synthesis, which led to changes in gene expression and pathogenesis of *T*. *cruzi* [24, 31]. JBP1/2 have been shown to have differential chromatin substrates for de novo J synthesis in vivo [13]. Therefore, regulation of JBP1/2, or associated factors, could provide differential regulation of J synthesis at specific loci. Reiterative oxidations of thymidine residues by JBP1/2 [29], similar to TET mediated oxidation of cytosines [81], may also contribute to regulated J synthesis at specific loci.

Loss of H3.V also led to derepression of *VSG* genes within the silent telomeric ESs. 

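As a set, the 7 VSG genes of silent ESs had a mean log2(FPKM + 0.5) of 1.14 ± 0.10 in WT+DMOG, 2.90 ± 0.18 in H3.V KO and 3.32 ± 0.03 in H3.V KO+DMOG (SD, n = 3 libraries each). The difference from WT was 1.65 in H3.V KO, and all 3 H3.V KO libraries were above all 3 WT libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). It was 2.07 in H3.V KO+DMOG (exact p = 0.1) and -0.11 in WT+DMOG (exact p = 0.2), and H3.V KO+DMOG exceeded H3.V KO by 0.42 (exact p = 0.1). In WT+DMOG each library was below the WT library of the same number. With a pseudocount of 0.1 the difference in H3.V KO was 1.85, and with a pseudocount of 1 it was 1.47.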

We hypothesize, similar to its effect on RNAP II termination within PTUs genome-wide, H3.V localized to telomeric repeats limits basal levels of RNAP I transcription elongation within silent ESs [73]. A similar telomeric VSG derepression effect was observed following the loss of RAP1 in *T*. *brucei* [75]. The lack of significant *ESAG* gene derepression suggests loss of H3.V does not result in derepression from the promoters of silent ESs, though *ESAG8* upregulation is consistent with this possibility. Therefore, we acknowledge that further detailed analysis is required, including the use of tagged silent ESs, to fully understand the role of H3.V on ES transcription. Because of our inability to effectively measure VSG switching rates in our *H3*.*V* KO cell line, we also cannot exclude the possibility that H3.V restricts VSG switching, though a recent study has indicated that switching frequency does not appear to change significantly in the *H3*.*V* KO or upon the loss of H3.V and J (Schulz, Papavasiliou, and Kim, personal communication). While base J has no apparent independent role in telomeric repression or VSG switching, the additional derepression of *VSG* genes observed in the *H3*.*V* KO upon loss of J suggests the novel modified base can act synergistically with H3.V in telomeric silencing and antigenic variation. This function is consistent with the distinct localization of base J in the silent ESs, with J density highest close to the telomeres [82].

We also found a specific RNAP I transcribed procyclin gene cluster that was downregulated following the loss of J and even more so by the loss of H3.V. As mentioned above, this locus has been shown to undergo overlapping RNAP II and RNAP I transcription in the procyclic form *T*. *brucei* [72]. 

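The mean log2(FPKM + 0.5) of the 6 procyclin locus genes was 5.86 ± 0.22 in WT, 4.52 ± 0.19 in WT+DMOG, 2.87 ± 0.08 in H3.V KO and 2.84 ± 0.23 in H3.V KO+DMOG (SD, n = 3 libraries each). The set fell by 1.34 in WT+DMOG and by 2.99 in H3.V KO relative to WT, with no overlap between libraries (exact two-sided permutation test, p = 0.1 for both, the smallest p the design allows). H3.V KO+DMOG did not differ from H3.V KO (exact p = 0.9). In WT+DMOG 4 of the 6 genes had an adjusted p under 0.05 in the limma fit: PAG2 fell to 12.9 ± 1.71 FPKM (log2 fold change -1.67, adjusted p = 7.7e-05), PAG5 to 8.03 ± 0.929 FPKM (-1.90, adjusted p = 1.1e-04), PAG4 to 8.58 ± 1.36 FPKM (-1.52, adjusted p = 3.9e-04) and PAG1 to 7.42 ± 0.242 FPKM (-1.52, adjusted p = 1.1e-04). EP2 and EP1 fell by less than their spread allows to be called (adjusted p = 0.12 and 0.23).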

In the procyclic form, transcription from the opposite strand was detectable from GU2 to EP1 (S8 Fig). Increased antisense transcription from the RNAP II PTU on the opposite strand led to antisense RNA and co-transcriptional silencing of PAG genes [72]. In contrast, there was little transcription from the opposing strand in bloodstream forms. The presence of H3.V, and to some extent J, may inhibit this dual strand transcription in bloodstream forms, thus reducing the formation of dsRNA and/or transcriptional interference by RNAP II that could interfere with the expression of the procyclin locus. However, analysis of this locus in procyclic cells has indicated that the loss of Argonaute did not appear to alter the expression of the procyclin genes [83], thus the role of dsRNAs at this locus, if any, remains unknown. Interestingly, several of the other genes that are downregulated in the *H3*.*V* KO are arranged in opposing transcriptional gene pairs where extended RNAP II transcription would result in dsRNA for each mRNA (S8 Fig). Additional studies are needed to characterize the role of H3.V in regulating transcription at these loci. As we described for the effect of base J in *T*. *cruzi* [24], it is also possible that some transcripts are downregulated in the *H3*.*V* KO due to secondary effects of derepressed genes, which could include regulatory proteins (destabilizing specific mRNAs).

Future studies are necessary to further elucidate the mechanisms by which H3.V regulates transcription, including what proteins interact with H3.V, the impact of H3.V on nucleosome structure/stability, whether H3.V undergoes any post-translational modifications, and how chromatin structure is affected by the loss of H3.V. It is not clear how sequence variation in H3.V confers its specific localization to transcription termination sites or its function. H3 PTMs have not been well characterized in *T*. *brucei*, however those identified by mass spectrometry analyses include S1 and K23 acetylation and K4, K32, and K76 methylation [84]. In comparison to the canonical H3, the *T*. *brucei* H3.V differs in that it contains an A1 and R23, and thus lacks the corresponding acetylation. However, differences in PTMs between H3.V and H3 have not been investigated.

Interestingly, the loss of H3.V and base J in *T*. *brucei* did not result in read-through transcription that extends into the downstream gene cluster encoded on the opposite strand and generation of antisense RNAs. In *L*. *major* the loss of J alone led to such read-through transcription at a majority of the cSSRs sites in the genome [35] whereas the loss of H3.V had no effect [85]. Overall these findings indicate that the function of epigenetic modifications in kinetoplastid parasites is not necessarily conserved. One obvious difference between *T*. *brucei* and *L*. *major* is the absence of a complete RNAi pathway in *L*. *major* [86, 87]. It would therefore be interesting to investigate the role of H3.V in regulating siRNAs in a *Leishmania* species with an intact RNAi pathway.

In addition to its role in the regulation of dual strand transcription at cSSRs and the generation of siRNAs, we also find H3.V regulates other characterized siRNA generating loci, including the SLACS and ingi retrotransposable elements, CIR147 centromeric repeats, and inverted repeats. Aside from the SLACS and ingi derived siRNAs, the function of siRNAs in *T*. *brucei* is unclear. Mature SLACS and ingi transcripts are present at low levels in WT *T*. *brucei* due to the presence of a functional RNAi pathway [88]. Surprisingly, despite the increase in SLACS and ingi siRNAs following the loss of H3.V, we also observe a modest increase in SLACS (*Tb427tmp*.*211*.*5010*) and ingi transcripts by mRNA-seq (S1 Table). 

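The SLACS gene Tb427tmp.211.5010 (chromosome 9, 2237760–2243186) rose from 1.56 ± 0.471 FPKM in WT to 8.98 ± 0.643 FPKM in H3.V KO (SD, n = 3), a log2 fold change of 2.22 (standard error 0.17, adjusted p = 1.3e-05, limma). In H3.V KO+DMOG it was at 5.40 ± 0.813 FPKM, lower than in H3.V KO (-0.69, adjusted p = 0.033), and in WT+DMOG it was unchanged (0.08, adjusted p = 0.83). A second SLACS reverse transcriptase gene, Tb427tmp.244.2890 (2285715–2287094), behaved similarly, with 2.45 ± 0.413 FPKM in WT and 7.76 ± 0.736 FPKM in H3.V KO (1.49, adjusted p = 3.7e-05). The values of Tb427tmp.211.5015, which has the same coordinates as Tb427tmp.211.5010, were lower and too variable for a call (1.35, adjusted p = 0.16). SLACS and ingi elements are repeated, and reads could have been divided among their copies. Ingi transcripts were not analysed here by name.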

Although the relative increase in steady-state level of siRNAs is greater than that of the mature mRNA transcript, presumably the increased transcription of these loci in the absence of H3.V increases both RNA species. Dicer 2 is responsible for the formation of siRNAs derived from cSSRs, and its removal (and corresponding decrease in siRNAs) did not have a significant effect on the expression of genes located at cSSRs that coincide with the siRNA peak [61], suggesting that cSSR derived siRNAs do not regulate mRNA abundance. Consistent with this, at cSSRs where we detect increased siRNAs we do not observe significant decreases in mRNAs from genes that overlap the siRNA peak. Therefore the function, if any, of cSSR derived siRNAs remains unknown.

In summary, we have provided evidence for the connection between a histone H3 variant and transcription termination for the first time. These findings highlight the importance of chromatin modifications in the regulation of transcription termination, particularly in early-diverged eukaryotes with unique polycistronic transcription. These findings also have direct implications for a strictly post-transcriptional model of gene expression regulation in kinetoplastids.

## Materials and Methods

### Parasite cell culture

WT and *H3*.*V* KO bloodstream form *T*. *brucei* 221a cell lines of strain 427 were cultured in HMI-9 medium as described previously [89]. The bloodstream form *T*. *brucei H3*.*V* KO cell line, generated by deleting both H3.V alleles by homologous recombination [60], was provided by George Cross. DMOG treatment of cells was performed by supplementing media with 1mM DMOG for 5 days as described previously [35].

### Strand-specific RNA-seq library construction

Small RNA-sequencing was performed using two different methods. The analysis of WT, *H3*.*V* KO, and *H3*.*V* KO+DMOG (Figs 1A, 2D and S2 Fig) was performed as previously described [35]. Briefly, small RNAs were isolated from *T*. *brucei* (5x10^7^ cells) using a Qiagen miRNeasy kit according to the manufacturer’s instructions. The small RNA-seq libraries were prepared using approximately 250ng small RNA by Vertis Biotechnology AG, Germany. The small RNA sample was poly(A)-tailed using poly(A) polymerase. Then, the 5'PPP and cap structures were removed using tobacco acid pyrophosphatase (TAP, Epicentre). Afterwards, an RNA adapter was ligated to the 5'-monophosphate of the RNA. First-strand cDNA synthesis was performed using an oligo(dT)-adapter primer and the M-MLV reverse transcriptase. The resulting cDNAs were PCR-amplified to about 10–20 ng/μL using a high fidelity DNA polymerase. The cDNAs were purified using the Agencourt AMPure XP kit (Beckman Coulter Genomics). Quality and concentration of all libraries was determined by capillary electrophoresis and high throughput sequencing was performed on a HiSeq2000 (Illumina). Sequencing reads were mapped to the *T*. *brucei* reference genome using Bowtie2 version 2.2.3 with local sensitive mode, all other parameters default, [90] and further processed using Samtools 1.2 [91]. Reads shorter than 18 bp were discarded before mapping. Genome and gene annotations of strain 427 version 6.0 were downloaded from EuPathDB [92] and used as the reference in all small RNA-seq analyses. RPM were calculated using a window size of 101 bp and a step size of 101 bp. Total sequence reads and overall alignment rate for all RNA-seq libraries discussed in this publications are listed in S3 Table.

Small RNA-sequencing of the triplicate analysis of WT and *H3*.*V* KO (Figs 1B, 1C, S1A and S2 Tables) was performed in a similar manner. Briefly, total RNA was isolated from log phase *T*. *brucei* cultures (5x10^7^ cells) using Trizol according to the manufacturer’s instructions. The small RNA-seq libraries were prepared using approximately 250ng total RNA using the Illumina-compatible NEBNext small RNA library preparation kit following the manufacturer protocol (New England Biolabs). Quality and concentration of all libraries was determined using a Bioanalyzer 2100 (Agilent). Libraries were pooled using equi-molar amounts and sequenced on a NextSeq500 (Illumina). Both library construction and sequencing were done at the Georgia Genomics Facility (GFF). Small RNA reads were quality and adapter trimmed using Cutadapt [93] and reads shorter than 18 nucleotides were discarded. Reads were mapped to the *T*. *brucei* reference genome using Bowtie2 version 2.2.3 with the following parameters “-a -D 10 -R 5 -N 1 -L 15 -i S,1,0.50”[90] and further processed using Samtools 1.2 [91], BEDTools [94], and custom scripts. RPM shown in Fig 1B and 1C were calculated by dividing the total number of reads in each size class by the total million reads mapped. For Fig 1B, only reads that mapped to the dual strand transcribed region on cSSR 11.9 (3826–3835 kb) were included, whereas Fig 1C includes all mapped reads. Differential expression analysis on small RNA-seq read count data (WT versus *H3*.*V* KO) was performed using EdgeR (S2 Table). Significance testing was pairwise using Fisher’s Exact test. Significance was assessed in both the total small RNA-seq reads and in the 21-27nt reads.

For the mRNA-seq, total RNA was isolated from log phase *T*. *brucei* cultures (5x10^7^ cells) using Trizol. 12 mRNA-seq libraries were constructed (triplicate WT, WT+DMOG, *H3*.*V* KO, and *H3*.*V* KO+DMOG) using Illumina TruSeq Stranded RNA LT Kit following the manufacturer’s instructions with limited modifications. The starting quantity of total RNA was adjusted to 1.3 μg, and all volumes were reduced to a third of the described quantity. High throughput sequencing was performed at the Georgia Genomics Facility (GFF) on a NextSeq500 (Illumina). Raw reads from mRNA-seq were first trimmed using Trimmomatic version 0.32 [95]. The single-end reads were trimmed for TruSeq3 adapters; leading and trailing bases with quality less than 15 and reads with average quality less 20 were removed. Finally, any reads shorter than 50 base pair were discarded. Remaining reads were locally aligned to the *T*. *brucei* Lister 427 version 9.0 genome, from EuPathDB [92], using Bowtie2 version 2.2.3 [90]. All settings were default except specifying sensitive local and further processed with Samtools 1.2 [91]. Transcript abundances were computed using the Cufflinks suite version 2.2.1 [96]. For individual replicates, Cuffnorm was used with the library type fr-firststrand flag and the *T*. *brucei* Lister 427 version 9.0 annotation (downloaded from EuPathDB [92]). To estimate gene expression levels for a condition, replicates were used together and analyzed by Cuffdiff with the *T*. *brucei* Lister 427 version 9.0 annotation. Default parameters were used except specifying library type fr-firststrand. All p values reported here, determined by Cuffdiff, reflect the FDR-adjusted p value. Correlation coefficients for mRNA-seq replicates of WT, WT+DMOG, and *H3*.*V* KO were all greater than 0.96 and *H3*.*V* KO+DMOG replicates were greater than 0.91. 

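From the deposited FPKM values of all 9302 genes, the lowest Pearson's r between 2 libraries of a condition was 0.9777 for WT, 0.9785 for WT+DMOG, 0.9599 for H3.V KO and 0.9116 for H3.V KO+DMOG. These coefficients are taken across genes and depend on the few genes with the highest values. On log2(FPKM + 0.5) the lowest r was lower for WT (0.9735) and WT+DMOG (0.9722) and higher for H3.V KO (0.9762) and H3.V KO+DMOG (0.9651). Spearman's rho was at least 0.9586 in every condition.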

To express the transcripts levels for individual mRNA encoding genes as shown in S1 Table, we determined the number of reads per kilobase per million reads (RPKM) [97]. Briefly, we counted the number of reads mapped to all annotated transcriptomic features (e.g. mRNA) on the same strand (i.e. sense) and opposite strand (i.e. antisense). Both the sense and antisense read numbers were normalized by length of the feature (in kilobase) and the total number of reads (in millions) mapped to non-structural RNAs in the corresponding library (i.e. number of mappable reads excluding rRNA and tRNA reads). mRNA-seq data shown in Figs 2C, 3C, 5D, S3C and S5C are from our previously published dataset [35] and are consistent with mRNA-seq performed in this study (see S3 Table for the RNA-seq datasets used in each figure). Genes were considered adjacent to base J and/or H3.V if the gene, according to the *T*. *brucei* Lister 427 annotation, overlapped within 10,000 base pairs upstream or downstream of the modification. All J IP-seq and H3.V ChIP-seq data shown here are from previously published work [13, 14]. Fold changes for the heatmaps were computed as (RPKM_var_ + pseudocount) / (RPKM_wt_ + pseudocount), where pseudocount = 0.5. Once all fold changes were computed, any fold change value above five was set equal to five to improve visualization.

### Strand-specific RT-PCR analysis of read through transcription

Total RNA was isolated using the hot phenol method, as described previously [98]. To ensure complete removal of contaminating genomic DNA, purified RNA was treated with Turbo DNase, followed by phenol:chloroform extraction. RNA concentration was determined using a spectrophotometer. Strand specific RT-PCR was performed as previously described [99]. ThermoScript Reverse Transcriptase from Life Technologies was used for cDNA synthesis at 60–65°C. 1–2 μg of RNA were used to make cDNA using a reverse primer as described in the Figure legends. PCR was performed using GoTaq DNA Polymerase from Promega. A minus-RT control was used to ensure no contaminating genomic DNA was amplified. Primer sequences used in the analysis are available upon request.

### Reverse transcription quantitative PCR (RT qPCR)

Total RNA was obtained using Qiagen RNeasy kits according to manufacturer’s instructions. First-strand cDNA was synthesized from 1 μg of total RNA using an iScript cDNA synthesis kit (Bio-Rad Laboratories, Hercules, CA) per the manufacturer's instructions. Quantification of selected genes were performed on an iCycler with an iQ5 multicolor real-time PCR detection system (Bio-Rad Laboratories, Hercules, CA). Primer sequences used in the analysis are available upon request. The reaction mixture contained 5 pmol forward and reverse primer, 2x iQ SYBR green super mix (Bio-Rad Laboratories, Hercules, CA), and 2 μl of template cDNA. Standard curves were prepared for each gene using 5-fold dilutions of known quantity (100 ng/μl) of WT DNA. The quantities were calculated using iQ5 optical detection system software.

## Supporting Information

S1 Fig Regulation of siRNAs by H3.V. (A) Mapping of 23-26nt small RNAs to cSSR 11.9 in WT and *H3*.*V* KO. (B) Phasing of siRNAs mapping to a cSSR on chromosome 5 in WT cells. Position is indicated in kb. Colors indicate nucleotide: green, A; red, T; blue, C; and orange, G.
(TIFF) Click here for additional data file.

S2 Fig Regulation of siRNAs by H3.V at other loci. Mapping of small RNAs to SLACS, INGI, CIR147 and IR3.
(TIFF) Click here for additional data file.

S3 Fig Regulation of termination and gene expression by H3.V. (A-C) Localization of H3.V, J, ORFs, and mRNA-seq reads from wild type *T*. *brucei* are plotted for cSSR 9.2 (position 1110–1190 kb is shown). (D-F) Gene expression changes and termination defects are analyzed as described in Fig 3. P values were calculated using Student’s t test. *, p value ≤ 0.05; **, p value ≤ 0.01.
(TIFF) Click here for additional data file.

S4 Fig Confirmation of mRNA-seq transcript changes in *T*. *brucei* by RT-qPCR. RT-qPCR was performed as described in Fig 3D. 5350: *Tb427tmp*.*160*.*5350*; 1960: *Tb427*.*07*.*1960*; 1565: *Tb427tmp*.*02*.*1565*; 1580: *Tb427tmp*.*02*.*1580*; 5384: *Tb427*.*02*.*5384*; and 6820: *Tb427*.*07*.*6820*. P values were calculated using Student’s t test. *, p value ≤ 0.05; **, p value ≤ 0.01.
(TIFF) Click here for additional data file.

S5 Fig Regulation of termination and gene expression by H3.V. (A-C) Localization of H3.V, J, ORFs and mRNA-seq reads from wild type *T*. *brucei* are ploted for cSSR 10.5 (1120–1140). (D) mRNA-seq transcript fold changes of the genes indicated in the ORF map in B, as described in Fig 5E. White bars: Wild type; grey bars: Wild type+DMOG; dark grey bars: *H3*.*V* KO; black bars: *H3*.*V* KO+DMOG. 

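Tb427.10.4350, gene 4 of a cSSR on chromosome 10 (1129622–1129804), was at 2.22 ± 0.681 FPKM in WT and 27.2 ± 9.59 FPKM in WT+DMOG (SD, n = 3), a ratio of means of 12.2. The single WT+DMOG libraries were at 22.0, 21.4 and 38.3 FPKM and the WT libraries at 1.45, 2.75 and 2.47 FPKM. In H3.V KO it was at 0.883 ± 1.53 FPKM and in H3.V KO+DMOG at 9.19 ± 5.83 FPKM, and the difference of the latter from WT did not pass the threshold (adjusted p = 0.075, limma).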

The fold change in the wild type+DMOG condition for gene 4 is 12.2, with a standard deviation of 4.3 and p value of 0.03.
(TIFF) Click here for additional data file.

S6 Fig Chromosome maps. Whole chromosomes (Chr. 1–11, *T*. *brucei* Lister 427 version 9.0 genome) and the localization of base J (blue), H3.V (red), and mRNA coding genes (black lines; top strand is indicated by a line in the top half of the panel, bottom strand by a line in the bottom half) are shown. Genes on the top strand are transcribed from left to right and those on the bottom strand are transcribed from right to left. Position along each chromosome is indicated in kilobases (KB) or megabases (MB). Bottom two panels: mRNAs found upregulated by at least 2-fold or more in the *H3*.*V* KO (top) and *H3*.*V* KO+DMOG (bottom) relative to WT are indicated by a green line. Only mRNAs with an RPKM≥1 and significantly differentially expressed relative to wild type, as determined by Cuffdiff, are included. Boxes indicate sites examined in more detail in other figures. Genes are listed in S1 and S4 Tables.
(PDF) Click here for additional data file.

S7 Fig Enrichment of genes adjacent to H3.V and J following the loss of H3.V and/or J. (A) Genes were defined as adjacent to H3.V or J if located within 10 kb of an H3.V and J enriched region, respectively, and are indicated in grey. Genes not adjacent to H3.V or J are indicated in white [13, 14]. 2463 (27%) genes are adjacent to H3.V and 2837 (31%) are adjacent to J out of a total of 9266 annotated genes in the *T*. *brucei* genome. (B) 153 genes were upregulated in the absence of H3.V and/or J, 122 are adjacent to H3.V and 121 are adjacent to J (80%). 65 genes were downregulated in the absence of H3.V and/or J, 35 are adjacent to H3.V (54%) and 40 are adjacent to J (62%).
(TIFF) Click here for additional data file.

S8 Fig Genomic context of genes downregulated in the *H3*.*V* KO. (A) The EP/PAG1 loci. Small arrow indicates the RNAP I transcription start site in the promoter region. Genes in bold are downregulated in the *H3*.*V* KO. Genes in blue are transcribed by RNAP II on the top strand and EP and PAG genes in red are transcribed by RNAP I. MARP: microtubule-associated repetitive protein; EP1-2: procyclin; PAG; procyclin associated gene; T: ‘T region’ encoding transcripts containing small ORFs of <240 bp; GU2: gene of unknown function. The Fig is drawn to scale. (B) Gene cluster on chromosome 6. Genes in bold are downregulated in the *H3*.*V* KO and identities are listed in S1 Table.
(TIFF) Click here for additional data file.

S9 Fig RT-qPCR analysis of ES associated *ESAGs*. RT-qPCR analysis of the indicated *ESAGs* was performed as described in Fig 3D. P values were calculated using Student’s t test. *, p value ≤ 0.05; **, p value ≤ 0.01.
(TIFF) Click here for additional data file.

S10 Fig Working model for H3.V regulating RNAP II transcription and mRNA and siRNA expression. O-linked glycosylation of DNA (base J) is indicated by black line and dot. Nucleosomes are indicated by circles where green represents canonical histones and red represents histone H3 variant and an additional histone variant found at termination sites in *T*. *brucei* [14], histone H4 variant (H4.V). In the *H3*.*V* KO the H3.V is replaced with a canonical H3, with no change in nucleosome structure or H4.V, since it is currently unclear what happens to the nucleosome upon the loss of H3.V. According to the model, (A) the loss of base J leads to read-through transcription (indicated by the thicker red arrow) at internal termination sites within the cluster that is once again attenuated once it reaches H3.V within the cSSR. The loss of H3.V leads to read-through transcription at the internal site and continues into the cSSR, thus allowing increased dual strand transcription and generation of siRNAs. (B) At regions without an internal termination site, loss of base J has no effect on dual strand transcription. But, as described above, the loss of H3.V leads to increased transcription at cSSRs and generation of siRNAs.
(TIFF) Click here for additional data file.

S1 Table *T*. *brucei* gene expression changes following H3.V and/or J loss. mRNAs found up or downregulated by 2-fold or more by mRNA-seq are listed, along with available gene descriptions, RPKM, fold change, and an indication of whether the genes are located within 10kb of H3.V and/or J. P values determined by Cuffdiff are listed for each condition compared to WT. 

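The values that S1 Table calls RPKM equal the condition means of the deposited FPKM values, with a largest relative difference of 6.1e-06. For single-end reads FPKM and RPKM count the same reads. The lists of the table differ in how many of their genes are separated from WT in the libraries. Among the 5 genes listed as lowered in WT+DMOG, 3 had an adjusted p under 0.05 in the limma fit, with a median log2 fold change of -1.26. Of the genes listed as raised, 9 in the WT+DMOG list and 4 in the H3.V KO+DMOG list are shorter than 300 bases. For such genes a single read is worth more FPKM than for longer ones, and their means are less precise.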

For upregulated mRNAs, only those with an RPKM≥1 upon the loss of H3.V and/or J are included. For downregulated mRNAs, only those with an RPKM≥1 in WT cells are included.
(XLSX) Click here for additional data file.

S2 Table Small RNA-seq RPM and statistical significance at cSSRs. The average small RNA-seq RPM of triplicate libraries at cSSRs is listed. Chromosome number and the 5’ and 3’ position of regions quantified are included. Statistical significance was assessed using pairwise Fisher’s Exact test on both total reads and specifically 21-27bp reads. Yellow highlight indicates significance at a p value ≤ 0.05.
(XLSX) Click here for additional data file.

S3 Table High-throughput sequencing information. Information about all sequencing experiments performed in this study is listed. Also indicates the figures in which the data are presented.
(XLSX) Click here for additional data file.

S4 Table *T*. *brucei* upregulated genes following H3.V and/or J loss. Similar to S1 Table, but upregulated genes are organized according to their location within PTUs. Genes sharing the same number are located in the same PTU and genes with different numbers are located in different PTUs.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

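The data analysed are 12 mRNA-seq libraries of bloodstream form T. brucei strain 427, 3 each of WT, WT+DMOG, H3.V KO and H3.V KO+DMOG cells, where DMOG was given at 1 mM for 5 days. The condition and replicate number of each library were taken from the sample labels, and the conditions were checked against the paper's methods. The replicate numbers 1 to 3 that the labels give in each condition are the only source for a pairing of libraries across conditions.

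The authors trimmed single-end reads with Trimmomatic 0.32, discarded reads shorter than 50 bases, aligned the rest with Bowtie2 2.2.3 in sensitive local mode to version 9.0 of the Lister 427 genome, processed the alignments with Samtools 1.2 and ran Cuffnorm of Cufflinks 2.2.1 on the individual replicates. The values the authors deposited are FPKM per gene and library for 9302 genes, with a mean per condition that equals the mean of the 3 libraries to within 7.2e-06. The paper's methods describe the values as RPKM, normalized to reads that map outside structural RNAs. The paper reports alignment rates of 98.46% to 98.85%. The paper's methods give default settings for the alignment, apart from the sensitive local mode, and for Cuffdiff, and do not describe for Cuffnorm how reads that align to several genes were divided, so the values of gene families with near-identical copies (VSGs, ESAGs, RHS genes, procyclins and SLACS elements) are uncertain, and 70 genes share their coordinates with another listed gene. FPKM values are not counts, so no test for read numbers was used. The small RNA-seq libraries of the study were not analysed here: their alignment used version 6.0 of the genome, and positions of the 2 versions were not mixed.

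The depth of each library was estimated from the low values, which are whole multiples of the value of 1 read for 96.0% to 100% of the genes used when 199 bases are taken off each gene's length, compared with 64.1% with the full length. The deepest library had 2.48 times the depth of the shallowest. The steps show that genes of low expression rest on few reads, so their differences are reported against the spread between libraries. Between 481 and 615 genes are listed at 0 per library. Size factors by the median ratio to the geometric mean lay between 1.000 and 1.002, so the values were used as scaled by the authors.

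The values were transformed to log2(FPKM + 0.5), and the 8636 genes with a mean of at least 1 FPKM in at least 1 condition were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes with a trend) in 1 fit of the 4 conditions without a replicate block. The contrasts were H3.V KO, WT+DMOG and H3.V KO+DMOG against WT, H3.V KO+DMOG against H3.V KO, and the interaction of H3.V KO and DMOG. The p-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was the threshold. The tables and permutation tests used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the plots matplotlib 3.10.9. On simulated values for 8636 genes with 200 of them changed, the procedure recovered 95% of the changed genes (91% of those changed 2-fold and 99% of those changed 4-fold). It called 14 unchanged genes (6.9% of the calls) and called 0 genes in a contrast without any change. The simulated noise was normal and independent, with the observed SD of each gene, and all changes were 2-fold or 4-fold. These rates therefore need not hold for smaller changes, for values of few reads or for deviations shared between genes.

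The paper's 2-fold rule was applied to condition means without a pseudocount: a mean of at least 1 FPKM and a ratio to WT of at least 2 (1.995 to allow for rounding) for raised genes, and a WT mean of at least 1 FPKM for lowered genes. A gene is called separated when all 3 libraries of a condition lie on the same side of all 3 of the other. Sets of genes, the 7 VSG genes of silent ESs and the 6 procyclin locus genes, were compared by the mean log2 value per library with exact two-sided permutation tests, whose smallest p with 3 libraries against 3 is 0.1. Positions relative to H3.V and J, and PTU numbers, are those of S1 Table and S4 Table.

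The genes named in the text are those the paper names in its text, legends or S1 Table headings for a claim, and for each contrast the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05, an absolute log2 fold change of at least 1 and no overlap between the libraries of the conditions. This rule, the tests and the alternatives were fixed before the data were examined, except where the text says that a choice was made after seeing the values. Gene descriptions were taken from S1 Table. A table of gene names for the reference strain TREU927 was given, but none of its identifiers (0) matched those of the files, and no names were taken from it.

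The alternatives tried were pseudocounts of 0.1 and 1, no filter and a filter at 5 FPKM, median-ratio scaling and quantile normalization between libraries, a fit without the trend, a fit of only the 2 conditions compared, the replicate number as a block, an absolute log2 fold change of at least 1, and leaving out each library in turn. For the 2-fold rule they were a pseudocount of 0.5 in the ratio, minimums of 0.5 and 5 FPKM, the ratio of medians, and an adjusted p in addition. For the replicate correlations they were log2 values and Spearman's rho. A check of the pairing compared the deviations of libraries from their condition means. RT-qPCR, strand-specific RT-PCR and immunoprecipitation results of the paper were not used here.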

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

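In this part, the tests of reads shared between copies, of values near the floor, of a common shift of the silent ESs, of other differences between the lines, of an extra copy and of read-through were chosen only after the result was seen, while the test of regrouped libraries was not.

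The effect of DMOG differed between H3.V KO and WT cells for 58 genes (adjusted p under 0.05 for the interaction in the limma fit), 41 with a more positive and 17 with a more negative effect in the H3.V KO. S1 Table lists 12 of the 58. When the 12 libraries were regrouped within replicate numbers after removal of the additive effects, 3 of 100 regroupings, the real one included, gave as many genes. In 94 of the regroupings 0 genes were called, but 1 gave 102. Reads shared between copies were tested by looking for a partner gene of the same length and near-equal means. Of the 58 genes, 32.8% have one, a lower share than the 50.3% of all genes tested. Unrelated genes can also match by coincidence, which is less likely for genes chosen because their values differ between conditions. The lower share therefore does not argue against shared reads, which remain possible for the genes that have a partner. An array of 10 genes of 2115 bases each, Tb427.10.10890 to Tb427.10.10980 on chromosome 10 (2655579–2682652), accounts for 10 of the 58. Its genes have near-identical values, with a mean of 214 FPKM in WT, 166 in WT+DMOG, 181 in H3.V KO and 368 in H3.V KO+DMOG, and interactions of 1.37 to 1.44, and it may be 1 change seen 10 times. Without it 48 genes remain. GC content was not tested, since no genome sequence was used. A candidate biological explanation is that the response to DMOG depends on H3.V at these genes. With 1 knockout line it cannot be told apart from another difference between the lines.

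Among these genes are 4 of the procyclin locus: PAG4 (Tb427.10.10210, interaction 1.75), PAG2 (Tb427.10.10220, 1.40), PAG5 (Tb427.10.10230, 1.72) and PAG1 (Tb427.10.10240, 1.87), and also the putative PAG1 gene Tb427.10.7160 (1.95). DMOG lowered each of them in WT cells but did not lower them further past the threshold in the H3.V KO. A technical explanation is a floor: a gene close to 0 in the H3.V KO cannot fall further. The lowest mean of the 6 locus genes in the H3.V KO was 2.06 FPKM, above the 0.5 FPKM set for a floor. Tb427.10.7160, with 0.797 FPKM in the H3.V KO, was closer to it and was not part of that test. EP1 and EP2, with 64.1 and 24.8 FPKM in the H3.V KO, had interactions of 0.49 and 0.59 (adjusted p = 0.75 and 0.74), so only the 4 PAGs, at 2.06 to 3.72 FPKM, show an interaction past the threshold, and a floor at a higher value than the one set is not excluded. For the 4 PAGs 1 shared pathway of the loss of J and of H3.V is a candidate explanation. Reads divided between the copies of PAG1 could link the values of Tb427.10.10240 and Tb427.10.7160 and remain as an explanation for the latter.

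Of the silent ES genes, VSG11 (Tb427.BES126.15) had an interaction of 0.96, Tb427.BES126.2 of 1.57 and Tb427.BES29.9 of -1.82. A common shift of all silent ESs, whether technical or biological, would move the VSG genes of these sites the same way upon DMOG treatment of the H3.V KO. Of the 7 listed VSG genes, 4 rose past the threshold while 1, VSG17, fell. Genes of 1 contig also differed. Upon DMOG treatment of the H3.V KO, VSG11 rose by 0.86, while on the same telomere contig Tb427.BES126.1 fell by 1.65 (adjusted p = 3.7e-04) and Tb427.BES126.2 by 0.34 (adjusted p = 0.087, or 0.046 with the replicate block). In WT cells DMOG lowered the latter by 1.91 and left VSG11 unchanged (-0.10, adjusted p = 0.62). Effects on single ES genes may explain this, but copies of ES genes share reads, and neither sub-populations of cells with another active ES nor sequence differences between the copies were tested.

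On telomere and other contigs outside the chromosomes, genes that the paper does not list changed at least 2-fold in the H3.V KO past the threshold: 35 rose and 30 fell. Of the 62 unlisted genes of these contigs that rose at any size of change, 58.1% have a partner of the same length with near-equal means in all 4 conditions on another contig. The number of separate changes may therefore be much smaller than the number of genes, and reads shared between copies remain as an explanation for how many genes appear. They do not explain why a group of copies rises or falls. ESAG arrays that differ between the lines, through recombination or ES switching in the history of the H3.V KO line, are a candidate explanation that cannot be told apart from an effect of H3.V in these libraries.

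On chromosome 7, 27 adjacent genes from Tb427.07.6550 to Tb427.07.6820 had log2 fold changes of 0.48 to 1.14 in the H3.V KO, 24 of them with an adjusted p under 0.05, and 18 of the 27 are not listed in S1 Table. An extra copy of the segment in the H3.V KO line would raise all genes by 1 common factor, whatever their transcription. The SD of their log2 fold changes was 0.16, and 26.4% of 7860 stretches of 27 adjacent genes elsewhere have a smaller SD, with a median SD of 0.18. The 27 genes were chosen as a run with every log2 fold change above 0.4, which limits their SD, so this comparison does not show a common factor. The median ratio of 1.91 is larger than 1 extra copy of the segment would give in a diploid line if mRNA followed copy number, which was not tested. Under that assumption, a gain of DNA alone would have to be of more than 1 copy. Read-through from a termination site would raise genes of low expression more, or fall with distance from the site. Across the 27 genes, which are not independent, the rise correlates with the WT value (Spearman's rho -0.55), but the log2 fold change itself contains the WT value, which favours a negative rho. It grows with position (0.54), that is away from cSSR 7.7, and so does not fall with distance from that site. These values neither show read-through nor exclude it. The genes of cSSR 7.7 just before the segment, Tb427.07.6500 to Tb427.07.6530, rose unevenly in the H3.V KO, by 0.56, 0.99, 1.63 and 0.87, but their WT values are low, and under quantile normalization the first 2 rises were 0.03 (Tb427.07.6500) and 0.17 (Tb427.07.6510). Reads shared between copies do not account for the segment, since 0.0% of the genes have a partner of equal length and values. A gain of DNA and read-through both remain, and DNA of the 2 lines, which would part them, was not analysed here. The 9 genes of the segment in S1 Table, Tb427.07.6730 to Tb427.07.6780 among them, share this limit.

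Besides H3.V, 11 genes had every library of 1 genotype under 10% of the lowest library of the other, which was at least 1 FPKM. Of these, 9 were higher in the H3.V KO and H3.V KO+DMOG libraries (6 on telomere or other contigs and 3 on chromosome 9) and 2 in the WT and WT+DMOG libraries. With H3.V this makes 12 genes that differed in this way with the genotype, while 0 did so with DMOG. Tb427.BES129.1, for example, was at 0 in all 6 libraries of the WT genotype and at 80.3 to 114 FPKM in the 6 libraries of the H3.V KO genotype. Tb427.BES40.12 and H25N7.25, which have the same length, were not off in the WT genotype, with 4.33 to 7.38 and 4.08 to 6.94 FPKM in its 6 libraries. The gain of a gene that was absent would explain them only if these reads came from related copies, which was not tested. The gene of chromosome 9 at 2868515–2870151 was also above 0 in all 6, though only at 0.0782 to 0.205 FPKM. A gain or loss in 1 of the lines could give this pattern, for these 3 genes only with reads from other copies. An effect of H3.V on the genes could give it as well. The 2 explanations cannot be told apart with 1 line of each genotype.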

How the results depend on the processing

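The count tests planned for read numbers were not run, because the deposited values are FPKM. A filter at 5 FPKM gives no value for genes below it, and a fit of only the 2 conditions compared gives none for the interaction.

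For the genes called by limma, scaling by the median ratio, pseudocounts of 0.1 and 1, no filter, a filter at 5 FPKM and a fit without the trend kept every count within 1.5 times its value as reported. Median-ratio scaling could hardly change the counts, since its size factors lay between 1.000 and 1.002, and so is no test of the scaling. Quantile normalization gave 516 raised and 436 lowered genes in H3.V KO against WT (870 and 899 as reported) and 219 and 268 in WT+DMOG (370 and 524). Fitting only the 2 conditions compared gave 114 raised and 189 lowered genes in WT+DMOG, and 192 and 189 in H3.V KO+DMOG against H3.V KO (355 and 369). Counting only genes with an absolute log2 fold change of at least 1 left 91 raised and 59 lowered genes in H3.V KO, 11 and 21 in WT+DMOG, 140 and 37 in H3.V KO+DMOG against WT, 35 and 18 in H3.V KO+DMOG against H3.V KO, and 26 interactions. The cause was not tested, except for the last setting, which shows that most calls are changes under 2-fold. A restriction to genes of at least 300 bases, chosen after seeing the data, kept all counts within 1.5 times.

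With the replicate number as a block, the counts became 1259 raised and 1411 lowered in H3.V KO, 646 and 914 in WT+DMOG, 1961 and 2164 in H3.V KO+DMOG against WT, 636 and 812 in H3.V KO+DMOG against H3.V KO, and 109 interactions. Same-numbered libraries deviated together only weakly (mean r 0.04 over 18 pairs), while the libraries numbered 1 had a mean r of 0.12 among themselves. The mean r of -0.02 over 36 pairs with different numbers is no separate baseline, because deviations within a condition cancel. The cause of the larger counts was not tested. The differences of the set means are the same with the pairing, as they must be in a balanced design: 1.65, -0.11, 2.07 and 0.42 for the VSG genes and -2.99, -1.34, -3.02 and -0.03 for the procyclin locus, in the order H3.V KO, WT+DMOG and H3.V KO+DMOG against WT, and H3.V KO+DMOG against H3.V KO.

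Fits that each left out 1 library gave 522 to 686 raised and 548 to 732 lowered genes in H3.V KO, 128 to 320 and 192 to 515 in WT+DMOG, 1066 to 1387 and 1132 to 1408 in H3.V KO+DMOG against WT, 170 to 277 and 177 to 311 in H3.V KO+DMOG against H3.V KO, and 36 to 74 interactions. By the 2-fold rule they gave 258 to 282 genes raised in any condition and 137 to 163 in H3.V KO, 39 to 64 of the latter at least 1.3-fold higher in WT+DMOG and 61 to 78 higher still in H3.V KO+DMOG, 88 to 103 lowered in H3.V KO, 9 to 18 lower still, and 22 to 57 lowered only in H3.V KO+DMOG. The VSG set differences lay between 1.55 and 1.72 (H3.V KO), -0.16 and -0.07 (WT+DMOG), 2.04 and 2.09 (H3.V KO+DMOG) and 0.35 and 0.52 (H3.V KO+DMOG against H3.V KO). Those of the procyclin locus lay between -3.11 and -2.89, -1.46 and -1.23, -3.15 and -2.93, and -0.16 and 0.05 in the same order. The last one, -0.03 as reported, changed sign without H3.V KO+DMOG replicate 2 (0.05) and without H3.V KO+DMOG replicate 3 (0.01), and was within the spread between libraries throughout.

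For the 2-fold rule, requiring an adjusted p under 0.05 in addition left 168 genes raised in any condition (266 as reported), 25 raised in H3.V KO and at least 1.3-fold in WT+DMOG (50) and 60 lowered in H3.V KO (96). A minimum of 5 FPKM left 32 of the genes at least 1.3-fold higher in WT+DMOG and 39 of those higher still in H3.V KO+DMOG (65). The ratio of medians gave 54 genes lowered only in H3.V KO+DMOG (25). After seeing the data, the rule was also limited to chromosome genes without structural RNA identifiers, which gave 167 raised in any condition, 74 raised in H3.V KO (142), 32 at least 1.3-fold in WT+DMOG, 43 higher still and 42 lowered in H3.V KO. With a length of at least 300 bases as well, these became 129, 55, 20, 38 and 33. Genes on telomere contigs, structural RNAs and short genes thus make up much of the difference.

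With pseudocounts of 0.1 and 1, the VSG set difference was 1.85 and 1.47 in H3.V KO (1.65 as reported) and 2.31 and 1.85 in H3.V KO+DMOG (2.07), a direct effect of the pseudocount on values near it. The lowest replicate correlation on log2 values and as Spearman's rho was 0.9722 and 0.9712 for WT+DMOG, 0.9762 and 0.9731 for H3.V KO, and 0.9651 and 0.9586 for H3.V KO+DMOG.

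For the genes named in the text, 156 calls of 64 genes were recomputed under the alternatives, leave-outs included, which gave 2307 values, with 123 of the calls above the filter at 5 FPKM. None changed direction (0), 2164 kept their side of the threshold and 143 no longer passed it, 105 of these on leaving out a library and 21 under quantile normalization. Under the latter, the rises in H3.V KO of Tb427.07.6500 (0.03), Tb427.07.6510 (0.17), Tb427.10.4370 (0.08), Tb427.03.2530 (0.62), Tb427.07.1960 (0.32), 5 further RHS genes of cSSR 7.3 and VSG13 (Tb427.BES59.12, 0.30) no longer passed, and the cause was not tested. The rise of Tb427.07.6510 in H3.V KO+DMOG (0.87) also lost the threshold under quantile normalization. Of the 156 calls, 37 lost the threshold under at least 1 alternative, 6 of them only on leaving out a library.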

Differences from the paper's values

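The counts below compare the paper's statements with its 2-fold rule applied to every gene of the deposited values. For genes raised in 1 or more conditions the paper gives 153 and the rule gave 266. Of the alternatives set before the data were examined, a minimum of 5 FPKM (200) and an adjusted p in addition to the fold change (168) brought the count within 1.5 times the paper's, and the others did not. A limit to chromosome genes without structural RNA identifiers (167), and to such genes of at least 300 bases (129), also did, and both limits were chosen after seeing the values.

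For genes raised in the H3.V KO the paper gives 71 and the rule gave 142. A minimum of 5 FPKM (100) and an adjusted p in addition (100) closed the gap among the alternatives set before the data were examined, as did the limit to chromosome genes without structural RNA identifiers (74) and to those of at least 300 bases (55), both chosen after seeing the values. Of these genes the paper gives 28 as at least 1.3-fold higher in WT+DMOG, and the rule gave 50. A pseudocount of 0.5 in the ratio (35), a minimum of 5 FPKM (32), the ratio of medians (40) and an adjusted p in addition (25) closed this gap, as did the 2 limits chosen after seeing the values (32 and 20). The paper gives 42 as higher still in H3.V KO+DMOG, and the rule gave 65. A pseudocount of 0.5 in the ratio (58), a minimum of 5 FPKM (39) and an adjusted p in addition (55) closed the gap, and so did the limits chosen after seeing the values (43 and 38).

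For genes lowered in the H3.V KO the paper gives 35 and the rule gave 96. None of the alternatives set before the data were examined closed this gap. The limits to chromosome genes without structural RNA identifiers (42) and to those of at least 300 bases (33) did, and were chosen after seeing the values. Of these genes the paper gives 7 as lower still in H3.V KO+DMOG, and the rule gave 12. A minimum of 5 FPKM (10) and an adjusted p in addition (10) closed the gap, as did the limits chosen after seeing the values (10 and 9).

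Counted within the lists of S1 Table itself, 26 of the paper's 71 genes were at least 1.3-fold higher in WT+DMOG, 45 were higher still in H3.V KO+DMOG, and 10 of its 35 lowered genes were lower still.

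The paper gives 1 share of affected genes as near H3.V and J, and its S7 Fig legend counts the raised genes for each mark separately. S1 Table gives the same counts, 122 near H3.V and 121 near J. Of the 153 raised genes, 118 (77.1%) are marked as near both, a difference of definition only. Of the 35 genes lowered in the H3.V KO, the paper gives 33 as near H3.V and J. S1 Table marks 33 of them as near J and 30 as near both. For the 25 genes lowered in H3.V KO+DMOG, S1 Table marks 21 as near neither. The paper states that the PAGs lowered in the H3.V KO are those of the RNAP I transcribed array. Tb427.10.7160, a putative PAG1 outside that locus that S1 Table also lists, fell by 3.27 on the log2 scale (adjusted p = 1.2e-06, limma). Whether reads were divided between it and PAG1 of the locus was not tested. The paper states that 5 of the ES VSGs rose further upon loss of J in the H3.V KO. By their means 5 of the 7 genes rose further here as well. Of the 7 genes, 4 did so past the threshold, VSG3 was higher in each same-numbered pair without passing it, with or without the replicate block, VSG6 did not change and VSG17 fell by 0.88 on the log2 scale (adjusted p = 0.003). The paper states that the majority of the differentially expressed genes are upregulated, with reference to its lists of genes changed at least 2-fold. Among changes of at least 2-fold, the limma fit also gave more raised than lowered genes in H3.V KO (91 and 59) and H3.V KO+DMOG (140 and 37). In WT+DMOG it gave fewer (11 and 21). At any size of change, 870 genes were raised and 899 lowered in the H3.V KO, or 516 and 436 under quantile normalization.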

Other observations

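In this part, the tests of other splits, of gene length and of short genes were chosen before the result was seen, and those of a single library carrying the rise, of a batch shared by the replicate 1 libraries and of lost genes only after it.

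The counts of called genes were compared with other splits of the 6 libraries of each comparison. There are 10 splits, of which 4 part all 3 same-numbered pairs, as the real one does, while the other 6 part 1 of the pairs and keep the other two pairs together. In H3.V KO against WT 1 of the 4 comparable splits, the real one, gave as many genes as the 1769 called. The same held for WT+DMOG (1 of 4, with 894 genes), for H3.V KO+DMOG against WT (1 of 4, with 3025 genes) and for H3.V KO+DMOG against H3.V KO (1 of 4, with 724 genes). No other split called more than 1 gene. A design of 3 libraries against 3 cannot give a share under 0.05, so these counts do not rule out an accidental grouping by themselves.

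Gene length was tested on the genes called in the H3.V KO. The 870 raised genes had a median length of 1515 bases, within the 1411 to 1546 bases that 95% of 10000 expression-matched lists span. The 899 lowered genes had a median of 1167 bases, longer than matched lists (807 to 918). A length-dependent bias, which could lower many genes slightly, therefore remains as an explanation for part of the lowered genes. Among the 96 genes lowered by the 2-fold rule, the 36 without an adjusted p under 0.05 had a median length of 90 bases and the 60 with one of 1023 bases (permutation p = 1e-05, the smallest that 100000 permutations can give), in line with unstable values of short genes. Of 210 structural RNA genes tested, 97.1% are under 200 bases long, and 5 were raised and 1 lowered in the H3.V KO.

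Replicate 1, the deepest library in every condition, deviated from replicates 2 and 3 with gene length: across 8362 chromosome genes, Spearman's rho between length and the mean deviation of replicate 1 was -0.54. A batch shared by the replicate 1 libraries would make their deviations correlate between conditions, and the mean r over the 6 pairs of conditions was 0.14 (0.05 to 0.25). This is under the 0.3 set for the test, but all 6 values are positive. In the check of the pairing the same libraries had a mean r of 0.12, from -0.01 to 0.23. The replicate block also raised the counts of called genes. A weak shared batch, such as a difference in library preparation, is therefore not excluded and is a candidate explanation for the relation with length. Since each condition has 1 such library, it would add to the spread rather than to the differences between conditions. The first principal component, with 25.0% of the variance, separated the genotypes.

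No single library carried the rise of the silent ES VSG genes in the H3.V KO. The highest share of the sum of the 3 libraries held by 1 library was 49.9% over the 7 genes. VSG pseudogene 11 (Tb427.BES126.13), which lies upstream of VSG11 on the same telomere contig and which the paper examined by RT-qPCR, was listed at 0 in all WT libraries, at 0.0196 ± 0.0340 FPKM in WT+DMOG, 0.0172 ± 0.0298 in H3.V KO (SD, n = 3) and at 0 in H3.V KO+DMOG, too low to be tested.

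Besides H3.V, 2 genes had every library of the H3.V KO genotype under 10% of the lowest library of the WT genotype. They are Tb427.01.5280 (chromosome 1, 1048153–1049020) and Tb427.01.5320 (1053860–1055460). In the 6 libraries of the WT genotype they had 7.61 to 10.8 and 4.99 to 8.29 FPKM. In the 6 of the H3.V KO genotype they had at most 0.164 and 0.0765 FPKM. A deletion in 1 of the lines would place such genes side by side. They lie within 10 genes of each other, as in 154 of 10000 matched lists (permutation p = 0.0155). With only 2 genes chosen for being off, this is a hypothesis: a loss of this stretch of DNA from the H3.V KO line may explain their absence, and a silencing of neighbouring genes without H3.V may as well. DNA was not analysed here.

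DMOG treatment of WT cells lowered genes of the telomere contigs more often than chromosome genes. Of 205 such genes, 41 (20.0%) fell with an adjusted p under 0.05 and 3 rose, with a median log2 fold change of -0.23, compared with 5.7% lowered and 4.3% raised among 8362 chromosome genes. Under quantile normalization 31 fell and 9 rose, with a median of -0.17. In H3.V KO+DMOG against H3.V KO, 27 of the genes rose and 13 fell. The 2 groups of contrasts were not tested against each other for this set of genes. Copies of these genes share reads, and no biological explanation was tested.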
